# Stromal Cell-Contact Dependent PI3K and APRIL Induced NF-κB Signaling Prevent Mitochondrial- and ER Stress Induced Death of Memory Plasma Cells

**DOI:** 10.1016/j.celrep.2020.107982

**Published:** 2020-08-04

**Authors:** Rebecca Cornelis, Stefanie Hahne, Adriano Taddeo, Georg Petkau, Darya Malko, Pawel Durek, Manja Thiem, Lukas Heiberger, Lena Peter, Elodie Mohr, Cora Klaeden, Koji Tokoyoda, Francesco Siracusa, Bimba Franziska Hoyer, Falk Hiepe, Mir-Farzin Mashreghi, Fritz Melchers, Hyun-Dong Chang, Andreas Radbruch

**Keywords:** long-lived memory PCs, bone marrow, stromal cell, FoxO, APRIL, PI3K/AKT, IRF4, caspase 3, caspase 7, caspase 12, BCMA

## Abstract

The persistence of long-lived memory plasma cells in the bone marrow depends on survival factors available in the bone marrow, which are provided in niches organized by stromal cells. Using an *ex vivo* system in which we supply the known survival signals, direct cell contact to stromal cells, and the soluble cytokine a proliferation-inducing ligand (APRIL), we have elucidated the critical signaling pathways required for the survival of long-lived plasma cells. Integrin-mediated contact of bone marrow plasma cells with stromal cells activates the phosphatidylinositol 3-kinase (PI3K) signaling pathway, leading to critical inactivation of Forkhead-Box-Protein O1/3 (FoxO1/3) and preventing the activation of mitochondrial stress-associated effector caspases 3 and 7. Accordingly, inhibition of PI3K signaling *in vivo* ablates bone marrow plasma cells. APRIL signaling, by the nuclear factor κB (NF-κB) pathway, blocks activation of the endoplasmic-reticulum-stress-associated initiator caspase 12. Thus, stromal-cell-contact-induced PI3K and APRIL-induced NF-κB signaling provide the necessary and complementary signals to maintain bone marrow memory plasma cells.

## Highlights

• Description of an *in vitro* niche for the cultivation of primary murine plasma cells
• Stromal cell contact and APRIL are essential for survival of bone marrow plasma cells
• Stromal-cell-contact-induced PI3K signaling inhibits FoxO1/3 and caspase 3 activation
• APRIL-induced NF-κB signaling prevents caspase 12 activation

## Introduction

Plasma cells (PCs) can persist for long time periods in the bone marrow (BM). However, PCs are not intrinsically long lived (Makela and Nossal, 1962; Schooley, 1961) and die quickly when isolated and cultured *in vitro*, suggesting that their persistence in the BM depends on survival factors provided in the BM (Cassese et al., 2003). In the BM, PCs are located individually in direct contact to mesenchymal stromal cells, and it has been postulated that these stromal cells organize a survival niche for the PCs (Manz and Radbruch, 2002; Radbruch et al., 2006; Tokoyoda et al., 2004; Zehentmeier et al., 2014). How the survival is mediated at a molecular level has remained unclear. Essential for PC survival is signaling through the B cell maturation antigen (BCMA; CD269) receptor of the PCs (O’Connor et al., 2004) induced by its two ligands, namely, a proliferation-inducing ligand (APRIL; CD256) or B-cell-activating factor (BAFF; BLys and CD257) (Benson et al., 2008) and the antiapoptotic protein myeloid cell leukemia 1 (MCL-1) (Peperzak et al., 2013). Evidence suggests that stromal cells might contribute directly to PC survival in the BM. Antibodies against the adhesion molecules integrin αLβ2 (lymphocyte-function-associated antigen [LFA-1]; CD11a/CD18) and integrin α4β1 (very late antigen [VLA-4]; CD49d/CD29), expressed by the PCs, ablate PCs from the BM (DiLillo et al., 2008). Ligands for both of these integrins, vascular cell adhesion molecule 1 (VCAM; CD106) and intercellular adhesion molecule 1 (ICAM; CD54), are expressed by BM stromal cells, suggesting that integrin-mediated binding of PCs to stromal cells might directly, by the focal adhesion kinase/phosphatidylinositol 3-kinase (PI3K) pathway (Giancotti and Ruoslahti 1999; Parsons et al., 2000) promote PC persistence in the BM. In line with this idea, CD37-deficient antibody-secreting cells, which show impaired clustering of VLA-4, have diminished PI3K signaling and impaired survival (Van Spriel et al., 2012). Whether or not BCMA signaling and contact to stromal cells are sufficient to maintain the survival of memory PCs and how they prevent death of the PC have not been elucidated.

Here, we demonstrate, both *in vivo* and *ex vivo*, that BM PC survival is dependent on PI3K signaling. PI3K signaling is induced in PCs by direct contact to stromal cells and leads to inactivation of Forkhead-Box-Protein O1/3 (FoxO1/3), which is essential for the survival of the PCs. PC survival also depends on nuclear factor “kappa-light-chain-enhancer” of activated B cell (nuclear factor κB [NF-κB]) signaling, which is induced by APRIL. Pan-caspase inhibition can substitute for both signaling pathways and rescues PC survival *in vitro*. Interestingly, stromal cell contact alone but not APRIL prevents activation of the mitochondrial-stress-associated caspases 3 (Casp3) and 7, whereas APRIL prevents activation of the endoplasmic reticulum (ER)-associated Casp12.

## Results

### Contact to Stromal Cells and APRIL-Induced Signaling Pathways Prevent Caspase-Mediated Cell Death of PCs

Memory PCs were isolated from the BM of chicken gamma globulin (CGG)-immunized C57BL/6J mice more than 30 days after the last immunization by magnetic depletion of CD49b^+^ and B220^+^ cells, followed by magnetic enrichment of CD138^+^ cells. Using this protocol, we achieved purities of more than 90% and recovery rates of about 35% of viable BM PCs. Isolated PCs expressed the PC transcription factor BLIMP-1 and were Ki-67 negative, the latter indicating that the cells were resting in terms of proliferation (Figure S1A and S1B). The cells were cultured *in vitro* with or without murine stromal cell line ST2 at an initial ratio of 1:1 in the presence or absence of APRIL. On days 1, 3, and 6 of the culture, viable PCs (CD138^+^^+^/4′,6-diamidine-2-phenylindole dihydrochloride negative [DAPI^−^]) were enumerated and analyzed by flow cytometry. All cultures were performed under physiological oxygen levels of 4.2% O_2_ to mimic the BM environment (Nguyen et al., 2018; Spencer et al., 2014). PCs rapidly died within days when isolated from the BM and cultured in medium (median viability: day 1: 43.27%, day 3: 7.095%, day 6: 0%). However, PC survival was significantly improved when the cells were co-cultured with ST2 cells and in the presence of the cytokine APRIL (median viability: day 1, 83.14%; day 3, 72.19%; day 6, 51.20%). Co-culture of PCs with ST2 cells alone (median viability: day 1, 67.47%; day 3, 25.42%; day 6, 19.07%) or with APRIL alone (median viability: day 1, 55.24%; day 3, 43.15%; day 6, 23.27%) were not sufficient to maintain PCs alive (Figure 1A). The expression of CD138 and BLIMP-1 on the PCs was not altered during the 6 days of *in vitro* culture with ST2 cells and APRIL, and antibody secretion was maintained (Figures S1C and S1D). To confirm that the identity of PCs was maintained for 3 days in co-culture with ST2 cells and APRIL, we compared their global transcriptomes to those of *ex*-*vivo*-isolated PCs (Figures S1E and S1F). 

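PCs measured directly after isolation from the bone marrow (ex vivo, 2 arrays) were compared with PCs kept for 3 days with ST2 cells, a mouse bone marrow stromal cell line, and APRIL, a cytokine bound by the PC receptor BCMA (cultured, 3 arrays). Their transcriptomes differed more between the experiments than with culture, which accounted for 51.1% and 30.0% of the sum of squares. Across the 45037 probe sets, Pearson's r of log2 values was 0.987 ± 0.006 (SD, n = 4 pairs of arrays) within an experiment and 0.971 ± 0.008 (SD, n = 6 pairs) between the experiments. These correlations run across genes, which are not independent replicates. The first principal component held 62.4% of the variance and separated the experiments. Its scores were -72.5 ex vivo and -40.8 in culture in experiment 1. In experiment 2 they were 5.8 ex vivo and 53.9 and 53.6 in culture, so this component also rose with culture. The second held 24.4% and separated the ex vivo samples, at 10.9 and 53.5, from the cultured samples, at -41.6, -11.2 and -11.5. With culture in the limma model, 3954 of 30477 tested probe sets were higher and 4216 were lower in experiment 2 than in experiment 1 at an adjusted p under 0.05. This count was 0 without the ex vivo array of either experiment or without the cultured array of experiment 1, and it was 6916 and 4090 without the first and the second cultured array of experiment 2. No probe set passed limma's test for a culture effect that differed between the experiments (0 at an adjusted p under 0.05, and 2008 at an unadjusted p under 0.05). The control probe sets for the ends of 2 housekeeping transcripts also separated the experiments. The log2 ratio of the 3' to the 5' probe set of Actb was 0.31 ex vivo and 0.77 in culture in experiment 1, and lay between -0.12 and -0.01 in the 3 samples of experiment 2. For Gapdh it was 0.74 and 0.63 in experiment 1, and between 0.28 and 0.34 in experiment 2.

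Experiment 1 gave 1 ex vivo and 1 cultured sample, and experiment 2 gave 1 ex vivo and 2 cultured samples. Nothing in the labels or the paper says that the last 2 came from separate cultures, so part of the spread between replicates may be technical. By the labels, ex vivo PCs were taken after magnetic isolation, whereas cultured PCs were sorted by flow cytometry. RNA was hybridized to Affymetrix mouse arrays, and the authors normalized the signals by RMA with the affy package. The deposited intensities are linear, with medians from 87.05 to 94.14 per array, and were converted to log2 values. Control probe sets were left out, and probe sets with an intensity of at least 50 in at least 2 of the 5 arrays were tested with limma. Following the methods, which name limma, an adjusted p under 0.05 and no covariate, the model held culture alone. The same model with the experiment as a block is given where it changed a result. The use of this block, the choice of probe sets to test and the threshold each moved the number of probe sets that differed by more than 1.5 times. The number of arrays limits the precision, and for a single gene, an exact permutation test of 2 arrays against 3 cannot give a two-sided p below 0.1.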

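Of the 30477 probe sets tested, 5 were higher and 9 were lower in cultured than in ex vivo PCs at an adjusted p under 0.05 (limma, n = 2 ex vivo and 3 cultured arrays). With the 2 cultured arrays of experiment 2 averaged, since they may be technical repeats, 0 passed. The higher ones belonged to 3 genes, Gja1, which encodes a gap junction protein, Cav1, which encodes the caveolar protein caveolin, and Pcolce, which encodes an enhancer of procollagen processing. The lower ones belonged to Fos, Fosb and Jun, which encode AP-1 subunits, to the phosphatase gene Dusp1, to the transcription factor gene Klf2, to C1qa, which encodes a chain of complement C1q, and to 2 probe sets with no gene in the annotation used here. Log2 fold changes ran from 2.56 to 6.53 for the higher probe sets and from -8.26 to -1.93 for the lower ones, and each of the 14 moved the same way in both experiments. Counted by gene, 9 of 13578 tested genes differed.

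Figure S1H gives 40 probe sets, which were chosen on these arrays, so their direction is not independent evidence. All 40 moved in the direction of the figure in experiment 1 and with both cultured samples of experiment 2, and 8 of them passed the test. With the experiment as a block, 379 probe sets were higher and 171 were lower, the 14 above among them, and 36 of the 40 passed. Without the first and without the second cultured array of experiment 2, 271 and 153 probe sets passed with the block. Without an ex vivo array or the cultured array of experiment 1, only 1 experiment held both conditions. Those fits cannot show whether the calls with the block repeat between the experiments. With the block and the 2 cultured arrays of experiment 2 averaged, 187 probe sets passed, the 14 among them, and so did 30 of the 40, whereas 0 of the 40 did when averaged without the block. At an unadjusted p under 0.01, 618 probe sets differed without the block. Without the cultured array of experiment 1, 257 probe sets passed the test without the block, and 0 or 1 passed when any other array was left out.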

Of 10,000 genes expressed at statistically significant levels, only 41 genes showed a significant difference (p < 0.01) in expression before and after culture (Figure S1H). 

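Fos, Fosb and Jun encode subunits of the transcription factor AP-1, which is induced within minutes by many stimuli. After 3 days of culture Fos fell from 13.10 ± 0.09 (SD, n = 2) to 4.84 ± 0.24 (SD, n = 3) in log2 intensity, a log2 fold change of -8.26 (standard error 0.18, adjusted p = 0.0022, limma). Fosb fell by 6.81 (standard error 0.18, adjusted p = 0.0029), from 11.83 ± 0.26 to 5.02 ± 0.16. All cultured values of Fos and Fosb lay below the intensity of 50 used as the floor, so the size of these 2 falls depends on the background. On 1 of its 2 probe sets Jun fell by 4.56 (standard error 0.27), from 12.06 ± 0.31 to 7.51 ± 0.37, and on the other it fell by 3.49 (standard error 0.22), from 11.17 ± 0.44 to 7.68 ± 0.09, each with an adjusted p of 0.0389. Junb was at 9.75 ± 0.96 ex vivo and 7.35 ± 0.91 in culture (log2 fold change -2.40, standard error 0.66, adjusted p = 0.54), and it differed between the experiments. With the experiment as a block, Junb fell by 2.16 (standard error 0.15, adjusted p = 0.0061), with changes of -2.05 in experiment 1 and of -2.42 and -2.06 in experiment 2. Every ex vivo sample lay above every cultured sample for Fos, Fosb and Jun, a separation for which the smallest exact permutation p is 0.1 at these numbers of arrays.

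**Figure D1:**
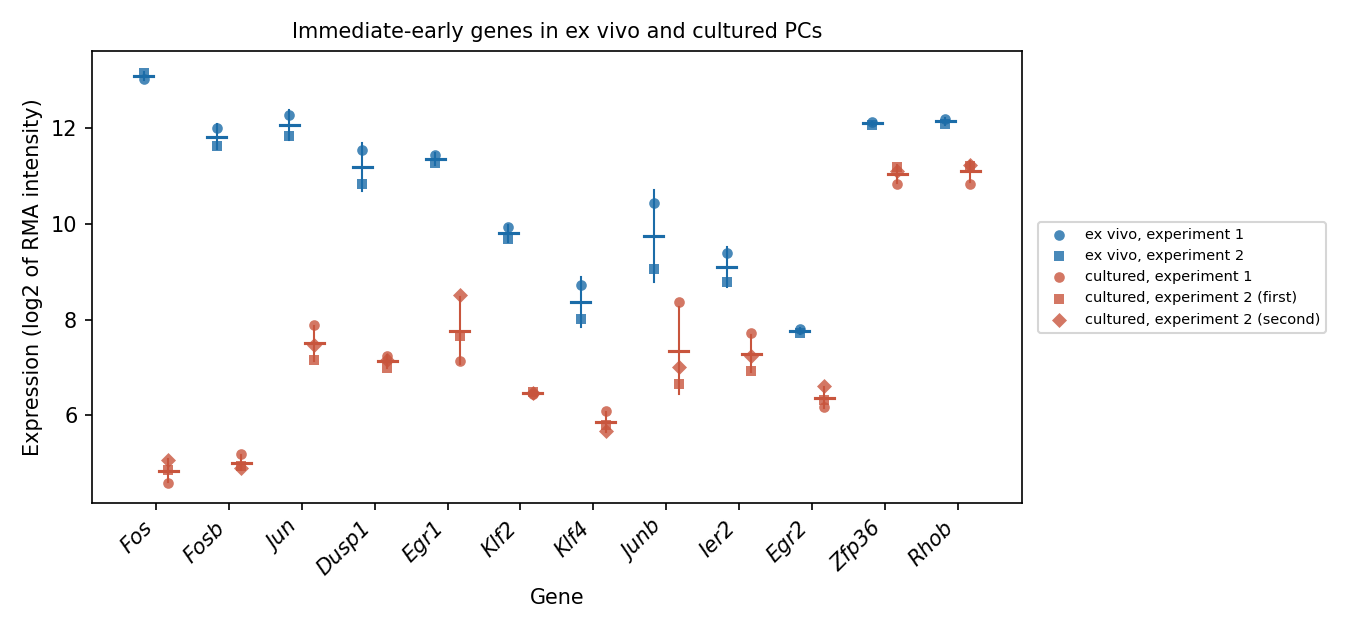
Expression of the 12 immediate-early genes that fell with the experiment as a block, as log2 of the RMA intensity in each ex vivo sample (n = 2) and each cultured sample (n = 3). Horizontal bars are group means and vertical lines are SDs, and Fos lies at a mean of 13.10 ex vivo and 4.84 in culture.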

The transcription factor AP-1 (JunB, Jun, Fos) was highly expressed in PCs isolated from BM but was not or only marginally expressed in PCs cultivated for 3 days. 

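Of 32 measured genes of the immediate-early response and of dissociation stress, listed before the data were examined, 5 fell after culture (Fos, Fosb, Jun, Dusp1 and Klf2), none rose and 27 did not pass the test. When adjusted over the list alone, 15 fell and none rose, and with the experiment as a block 20 fell and 6 rose. Means were higher in culture for 8 of the 32, for 7 of them in every pair of samples of an experiment. Of the 32 genes 6 are also in Figure S1H, Fos, Fosb, Jun and Dusp1 among them, and these were chosen on the same arrays. Dusp1, a phosphatase that inactivates MAP kinases, fell by 4.07 on the log2 scale (standard error 0.25, adjusted p = 0.039, limma) and Klf2 fell by 3.34 (standard error 0.14, adjusted p = 0.018). With the experiment as a block 12 of the 32 fell, among them Egr1 (-3.67, standard error 0.35, adjusted p = 0.0147), Klf4 (-2.43, standard error 0.14, adjusted p = 0.00377) and Ier2 (-1.70, standard error 0.13, adjusted p = 0.0083). The list as a whole was shifted lower (camera, adjusted p = 4.7e-12, and adjusted p = 0.033 with an estimated correlation). With the experiment as a block and an estimated correlation, its adjusted p was 0.37. The correlation estimated without the block was -0.007, below the preset 0.01, so it does not account for the adjusted p of 0.033.

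The 13 probe sets of group A in Figure S1H were all lower in culture, with a median log2 fold change of -2.18, and 11 of them passed with the block against 5 without it. Besides the genes above, Nfkbiz, an inhibitor family member that shapes NF-κB responses, fell by 2.11 with the block (standard error 0.11, adjusted p = 0.0030) on this probe set, but its other 2 probe sets did not pass (-0.69 and -0.48). Prdx2, a peroxiredoxin gene, fell by 1.94 with the block on the probe set of the figure (adjusted p = 0.0063), and its other probe set did not pass (-0.28). Ctsw, a protease gene of T and NK cells, did not pass with the block (-0.93, adjusted p = 0.0641).

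Group A also holds markers of other bone marrow cells. Of 15 measured macrophage markers, 1 fell after culture, none rose and 14 did not pass the test (8 lower and 2 higher when adjusted over the list alone). C1qa fell by 2.18 (standard error 0.13, adjusted p = 0.039), and with the block 7 fell, including C1qb (-2.28, standard error 0.25), the lectin gene Fcna (-1.80, standard error 0.14) and the mannose receptor gene Mrc1 (-1.68, standard error 0.15), while Hmox1 and Cd68 rose. The macrophage list was shifted lower (camera, adjusted p = 9.8e-07, and adjusted p = 0.24 with an estimated correlation). Over the 10000 probe sets with the highest mean, where 2 of its genes were tested, it was shifted higher (adjusted p = 0.000195). The cultured values of C1qa and C1qb lay below the floor, so the size of their falls depends on the background. Among 15 markers of B cells and their precursors none passed (2 lower when adjusted over the list alone). With the block 2 fell, Dntt, the terminal transferase of B and T cell precursors (log2 fold change -1.13 without the block, standard error 0.13, adjusted p = 0.0171 with it), whose other probe set did not pass, and Cd72 (-0.77 in both models, adjusted p = 0.0395). That list was shifted lower (camera, adjusted p = 0.0030, and adjusted p = 0.17 with an estimated correlation).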

Expression of AP-1 and other stress-inducible genes (12; group A) may reflect stress induced by the tedious isolation procedure of PCs from the BM, as compared to their isolation from cell culture. A number of hypoxia-related and metabolic genes (15 genes; group B) were upregulated in cultivated PCs, compared with PCs directly isolated from the BM. This finding may reflect the extended time the PCs spent under normoxic conditions during the isolation period. 

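Genes of glycolysis and of the hypoxia response were mostly higher in the cultured than in the ex vivo samples. Single members passed the test with the experiment as a block but not without it. Stromal markers rose in the same samples (20 of 35 with the block). Bulk RNA does not show in which cells a transcript lay. All 13 measured glycolysis genes had higher means in culture, 11 of them in every pair of samples of an experiment, with a median log2 fold change of 1.37, and 9 rose with the block. Ldha, which encodes a subunit of lactate dehydrogenase, rose by 1.62 (standard error 0.11, adjusted p = 0.0054, limma with the block), from 10.89 ± 0.15 (SD, n = 2) to 12.54 ± 0.07 (SD, n = 3) in log2 intensity. The glycolytic enzymes Aldoc, Tpi1 and Pkm rose by 2.62 (standard error 0.15), 2.22 (standard error 0.11) and 1.40 (standard error 0.11). Of 27 measured hypoxia-inducible genes, 24 had higher means, 23 of them in every pair, and 12 rose with the block. Among these were Egln3, an oxygen-sensing prolyl hydroxylase (2.34, standard error 0.13, and 1.65 without passing on its other probe set), Ankrd37 (2.48, standard error 0.14), Bnip3, a mitophagy receptor (2.06, standard error 0.14), and the glucose transporter gene Slc2a1 (1.20, standard error 0.13).

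Without the block no member of either list passed over all probe sets (limma, adjusted p = 0.0523 for Egln3, 0.0679 for Ldha and 0.0719 for Aldoc), and 10 and 18 of them had an unadjusted p under 0.05. When adjusted over the list alone, 10 glycolysis genes and 18 hypoxia-inducible genes were higher and none was lower. Both lists were shifted higher (camera, adjusted p = 3.7e-22 for glycolysis and 1.3e-22 for the hypoxia-inducible genes, and adjusted p = 0.024 for both with an estimated correlation). With the block and an estimated correlation, the adjusted p was 0.20 for both. The correlations estimated without the block were -0.033 and -0.013, below the preset 0.01, so they do not account for the adjusted p of 0.024. In this setting the degrees of freedom come from the arrays, so a miss does not show that a list was not shifted. Of the 13 glycolysis genes 5 are also in Figure S1H, and so are 4 of the 27 hypoxia-inducible genes, and these are not independent of the study's choice.

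The 15 probe sets of group B in Figure S1H were all higher, with log2 fold changes from 0.89 to 2.56. None of them passed without the block and 14 passed with it. Besides the genes above, P4ha1, a collagen prolyl hydroxylase, rose by 1.38 with the block (standard error 0.11, adjusted p = 0.0086) and Ero1a, an oxidase of the endoplasmic reticulum, by 1.63 (standard error 0.21, adjusted p = 0.0302) on the brightest of its 3 probe sets, which all passed. Hpse, the heparanase gene, rose by 1.81 (standard error 0.13) and Dnase1l3, a nuclease gene, by 1.76 (standard error 0.12). Ccdc39 did not pass (0.86, adjusted p = 0.0932).

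Of 22 measured genes of oxidative phosphorylation none passed in limma's test without the block (0 at an unadjusted p under 0.05) or with it (1 at an unadjusted p under 0.05), and the list was not shifted (camera, adjusted p = 0.439). Ndufa4 had the largest difference, -0.51 (standard error 0.31).

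**Figure D2:**
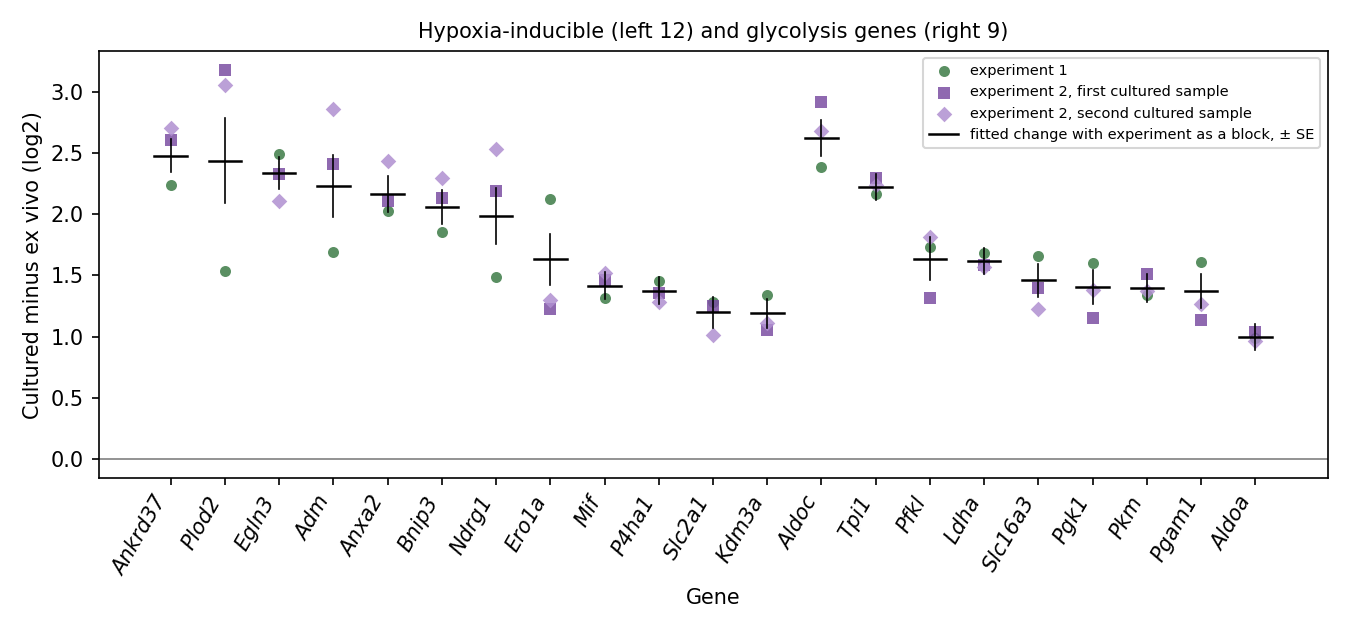
Log2 change from ex vivo to cultured PCs of the 12 hypoxia-inducible genes and 9 glycolysis genes that rose with the experiment as a block. Points are changes within experiment 1 (n = 1) and to each of the 2 cultured samples of experiment 2, black bars are fitted changes, vertical lines are their standard errors, and all points lie above 0.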

Finally, other genes (12 genes, group C), most prominently CXCL12, not expressed in PCs isolated directly from the BM, but in those isolated from cell culture on day 3, may indicate contaminating stromal cells that were abundant in cell culture due to the ST2 cell line. 

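Of 35 measured markers of stromal cells, 2 rose after culture over all probe sets, Cav1 and Pcolce, none fell and 33 did not pass the test. When adjusted over the list alone, 24 rose and 1 fell. With the experiment as a block, 20 rose and 1 fell (Vcam1, -1.17, standard error 0.11). Cav1 rose by 3.03 (standard error 0.15, adjusted p = 0.0298, limma), from 4.00 ± 0.11 (SD, n = 2) to 7.02 ± 0.13 (SD, n = 3) in log2 intensity, and Pcolce rose by 2.56 (standard error 0.16, adjusted p = 0.0395). Gja1 rose by 6.53 (standard error 0.34, adjusted p = 0.036), from 3.01 ± 0.15 to 9.55 ± 0.56, on the probe set with its largest change. The probe set that stood for it in the list was the brightest one, which did not pass (1.89, standard error 0.54).

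Cxcl12, the chemokine that holds PCs in their bone marrow niche, was at 5.52 ± 0.04 ex vivo and 9.59 ± 0.54 in culture. This log2 fold change of 4.07 (standard error 0.33) did not pass without the block (adjusted p = 0.061) and passed with it (4.00, standard error 0.24, adjusted p = 0.0044). Its other 2 probe sets gave 5.07 with the block (standard error 0.28, adjusted p = 0.0038) and 1.97 (standard error 0.61, adjusted p = 0.18). The collagen genes Col6a1 and Col1a2 rose by 5.88 (standard error 0.48) and 5.34 (standard error 0.47) with the block. Both ex vivo values of Cav1, of Col6a1, of the Gja1 probe set with the largest change and of the first 2 of Cxcl12 lay below the floor, so the size of these rises depends on the background. In 18 of the 20 risen markers the cultured samples of experiment 2 lay above that of experiment 1, by 1.16 on average over the 20. The list was shifted higher (camera, adjusted p = 7.8e-31, and adjusted p = 0.17 with an estimated correlation). Of the 35 markers, 9 are genes of Figure S1H, which were chosen on these arrays.

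All 12 probe sets of group C were higher in culture, and 11 passed with the block against 3 without it. On the probe sets of the figure, Gas1, Plod2 and Ncan rose by 2.51, 2.85 and 1.03 with the block, and Lamb1 did not pass (1.07). The brightest probe set of Gas1 did not pass either (0.21). Another Gas1 probe set, with both ex vivo values below the floor, rose by 2.99 with the block (adjusted p = 0.0147, limma). Both ex vivo values of the figure's Gas1 and Plod2 probe sets also lay below the floor, so the size of these rises depends on the background.

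**Figure D3:**
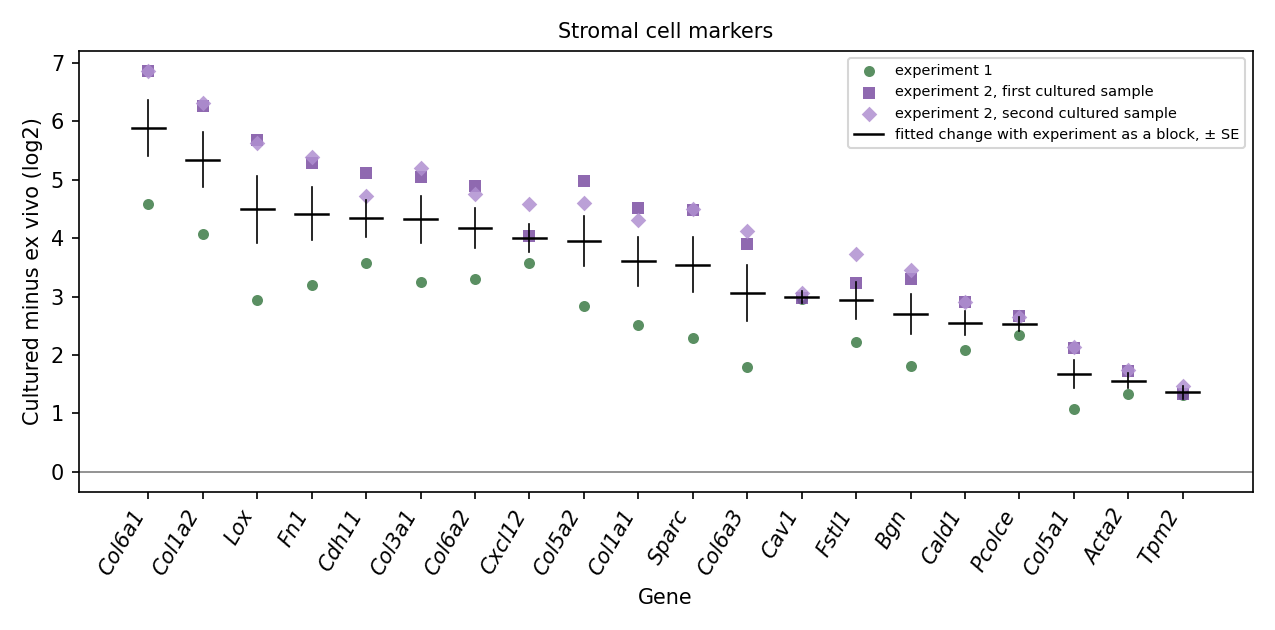
Log2 change from ex vivo to cultured PCs of the 20 stromal markers that rose with the experiment as a block. Points are changes within experiment 1 (n = 1) and to each of the 2 cultured samples of experiment 2, black bars are fitted changes (the highest is that of Col6a1, at 5.88), and vertical lines are their standard errors.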

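None of the 31 tested probe sets for Sdc1 (CD138), Foxo1, Foxo3, Prdm1 (which encodes BLIMP-1), Irf4, Pmaip1 (Noxa), Bcl2l11 (BIM), Bcl2 and Mcl1 passed the test for culture (limma, 0 at an adjusted p under 0.05 and 0 at an unadjusted p under 0.05). With the experiment as a block none passed either, and 3 had an unadjusted p under 0.05. On the probe sets of Figure S1G, the transcription factor gene Irf4 was at 12.69 ± 0.20 (SD, n = 2) ex vivo and 12.56 ± 0.03 (SD, n = 3) in culture in log2 intensity, and Prdm1 was at 11.78 ± 0.27 and 11.66 ± 0.17. Their log2 fold changes were -0.12 (standard errors 0.14 and 0.19). Sdc1, the PC surface marker, was at 11.72 ± 0.14 and 11.66 ± 0.13 (log2 fold change -0.06, standard error 0.15). Of the survival genes, Mcl1 had a log2 fold change of 0.03 (standard error 0.15) and Bcl2 one of -0.33 (standard error 0.21). Of the pro-apoptotic genes, Pmaip1 had 0.29 (standard error 0.13, adjusted p = 0.81) and Bcl2l11 had 0.15 (standard error 0.28). Foxo1 and Foxo3 had -0.14 (standard error 0.23) and -0.10 (standard error 0.15). A p that misses the threshold does not show that a gene was unchanged, and simulated changes of 1 on the log2 scale were recovered at 1.49% or less without the block and at 52.2% or more with it.

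Several probe sets of these genes differed between the experiments instead. With culture in the model, Foxo1 was lower in experiment 2 on 3 of its 4 probe sets (log2 differences -0.87, -0.74 and -2.69, adjusted p = 0.00662, 0.00847 and 0.00255). Its probe set of Figure S1G was higher in experiment 2 but did not pass (0.38, adjusted p = 0.124, limma). Probe sets of the same gene went in opposite directions for Mcl1 (-1.31 and 0.76, adjusted p = 0.00417 and 0.0299), Bcl2 (0.68 and -0.50, adjusted p = 0.011 and 0.0237) and Sdc1 (-0.77 and 0.41, adjusted p = 0.00721 and 0.0382).

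**Figure D4:**
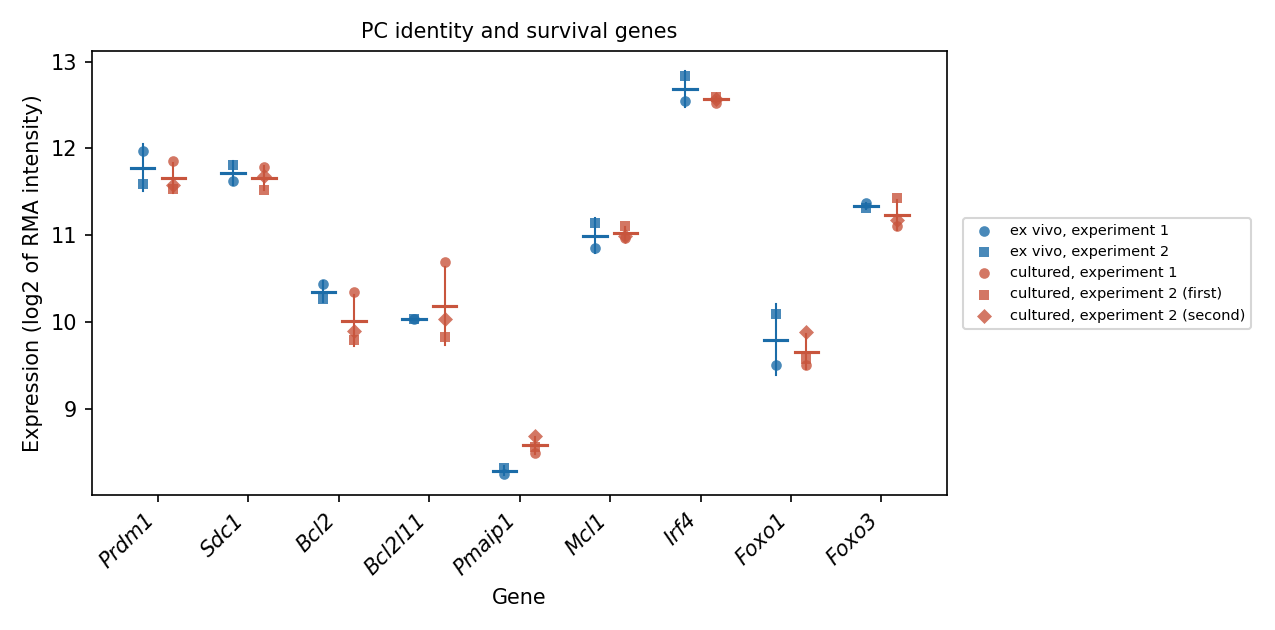
Expression of the 9 genes as log2 of the RMA intensity in each ex vivo sample (n = 2) and each cultured sample (n = 3). Horizontal bars are group means, 12.69 and 12.56 for Irf4, and vertical lines are SDs.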

Expression of the genes *CD138*, *Foxo1* and *3*, *Prdm1*, *Irf4*, *Noxa*, *Bcl2l11*, *Bcl2*, and *Mcl1* was not significantly different (Figure S1G).

**Figure 1:**
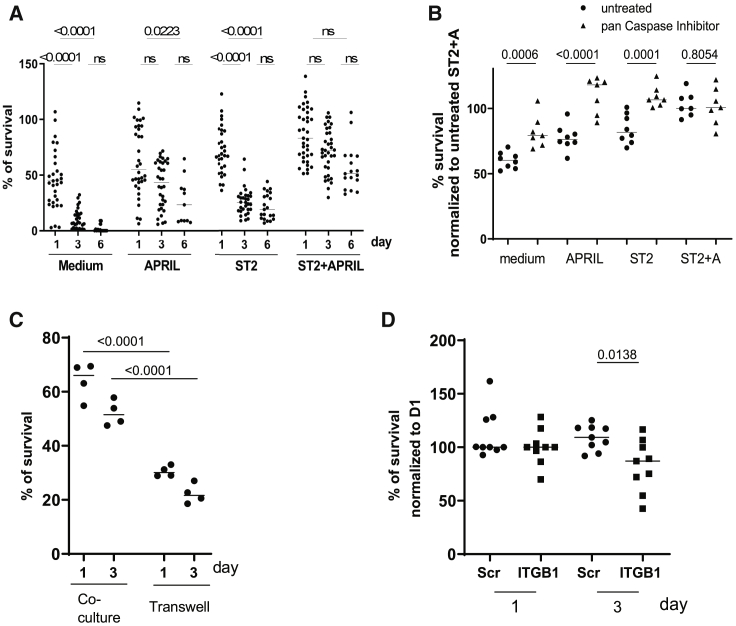
Survival of Bone Marrow Memory PCs Is Dependent on Direct Cell Contact with Stromal Cells and the Presence of APRIL (A) Survival of primary murine bone marrow PCs cultured ± ST2 cells and ± APRIL for up to 6 days at 4.2% O_2_. Viable plasma cells (CD138^++^/DAPI^−^) were counted by flow cytometry. Median of at least 5 pooled independent experiments with at least n = 14 technical replicates for each group. Statistics: Kruskal-Wallis test. (B) Isolated PCs treated with or without pan-caspase inhibitor when cultured ± ST2 cells and ± APRIL. Viable PCs were counted on day 1 of culture (pooled from two independent experiments with a minimum of n = 7 technical replicates for each group). Statistics: ordinary one-way ANOVA. (C) Survival of PCs in the presence of APRIL on day 1 and day 3, when cultured in transwell or directly contacting ST2 cells (pooled from two independent experiments with n = 4 technical replicates for each group). Statistics: t test. (D) Survival of PCs on day 1 and day 3 treated with specific siRNA directed against ITGB1 and scrambled controls (pooled from three independent experiments with n = 9 technical replicates for each group). Statistics: ordinary one-way ANOVA.

The survival of *ex*-*vivo*-isolated BM PCs cultured with APRIL or ST2 cells alone was rescued by pan-caspase inhibitors (Figure 1B), suggesting that co-culture of PCs with ST2 cells and APRIL prevents caspase-mediated cell death.

Interaction between stromal cells and PCs has been suggested to be mediated by direct cell contact (Manz and Radbruch, 2002; Radbruch et al., 2006; Tokoyoda et al., 2004; Zehentmeier et al., 2014) by VCAM1/VLA4 and ICAM/LFA1 interaction (DiLillo et al., 2008). When culturing PCs and ST2 cells in a transwell assay, survival of PCs was significantly decreased (median viability for ST2 cells: day 1, 66%; day 3, 51%; and for PCs: day 1, 30%; day 3, 22%) compared with co-culturing conditions (Figure 1C). Small interfering RNA (siRNA)-mediated knockdown of integrin β1 (CD29/ITGB1), a subunit of the VLA4 (Integrin a4β1) heterodimer by 50% (Figure S4A), significantly reduced the survival of PCs in co-culture with ST2 cells and APRIL *ex vivo* (Figure 1D), indicating that direct cell contact is required for survival and that contact-mediated survival is in part mediated by integrin β1 (median viability for scrambeld (scr): day 1, 100%; day 3, 109%; and for ITGB1: day 1, 100%; day 3, 87%).

### Inhibition of PI3K Signaling Results in PC Death *Ex Vivo*

Preincubation of *ex-vivo*-isolated BM PCs with the irreversible PI3K inhibitor Wortmannin resulted in a dose-dependent decrease in survival of the PCs, when co-cultured with ST2 cells in the presence of APRIL (viability for ST2+A: day 1, 101%; day 3, 76%; +Wortmannin 0.6 μM: day 1, 100%; day 3, 66%; +Wortmannin 3 μM: day 1, 102%; day 3, 66%; +Wortmannin 15 μM: day 1, 73%; day 3, 37%; +Wortmannin 77 μM: day 1, 68%; day 3, 20%) (Figure 2A). Using an alternative pan-PI3K inhibitor, LY294002, PC survival was also decreased in a dose-dependent manner (viability of ST2+A +LY29400 10 μM: day 1, 62%; day 3, 68%; +LY29400 20 μM: day 1, 44%; day 3, 37%; +LY29400 40 μM, day 1, 24%; day 3, 5.7%) (Figure 2B). More specific inhibition of any of the four known PI3K subunits α, β, γ, or δ did not impact the survival of PC (Figure S2A). Only when any three subunits were simultaneously inhibited, PC survival was reduced to a similar degree as it was observed in the presence of Wortmannin (Figure 2C). Apparently, PCs have no particular requirement regarding the subunit composition of their PI3K. Inhibition of the NF-κB pathway downstream of BCMA, the receptor for APRIL, with the pan-NF-κB inhibitor IKK16 (Thein et al., 2014; Waelchli et al., 2006) also resulted in a dose-dependent death of the PCs (Figure S2B), demonstrating that both signaling pathways downstream of stromal cell contacts and BCMA are nonredundant and essential for PC survival.

**Figure 2:**
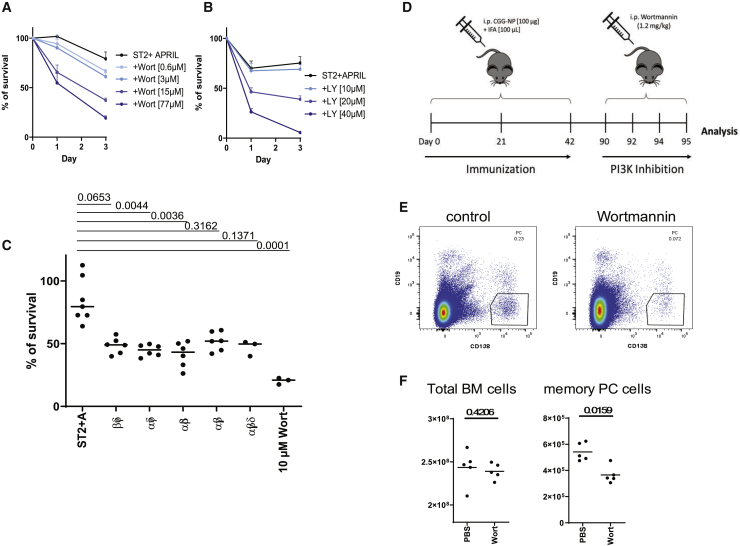
Stromal-Cell-Contact-Induced PI3K Signaling Is Essential for Survival of Memory Bone Marrow PCs *Ex Vivo* and *In Vivo* (A–C) Survival of PCs preincubated with different concentrations of the irreversible PI3K-inhibitor Wortmannin (A), directly treated during culture with the inhibitor LY294002 (B), or with combinations of three subunit-specific PI3K inhibitors determined by counting viable CD138^+^^+^/DAPI^−^ PCs by flow cytometry (C) (pooled from two independent experiments with n = 6 technical replicates for each group). Statistics: ordinary one-way ANOVA. (D) Experimental design: C57BL/6J were primed and boosted twice (days 21 and 42) with CGG-NP/IFA and treated with the PI3K-inhibitor Wortmannin on days 90, 92, and 94. On day 95, the mice were analyzed. (E) Representative plot of B220^−^/CD138^+^^+^/CD19^−^ PCs in the bone marrow from control and Wortmannin-treated mice gated on DAPI^−^ viable cells. (F) Absolute cell counts of total bone marrow cells and memory PCs, in the bone marrow in control and Wortmannin-treated mice. Median of two pooled independent experiments with n = 5 biological replicates. Statistics: t test.

### Inhibition of PI3K Signaling Ablates Resident Memory PCs of the BM

To verify the relevance of PI3K signaling for the persistence of PC *in vivo*, we treated mice with an established immune memory with 1.2 mg/kg of Wortmannin (Nobs et al., 2015), 7 weeks following the last immunization, and enumerated memory PCs in the BM on day 95 (Figures 2D and 2E). Counts of total BM cells did not differ between mice treated with Wortmannin and control mice (2.46 × 10^8^ versus 2.37 × 10^8^, respectively) (Figure 2F). However, PCs were significantly reduced by about 33% (5.1 × 10^5^ versus 3.4 × 10^5^).These results show that the persistence of memory PCs in the BM, like in the *ex vivo* niche provided by ST2 cells and APRIL, is conditional on continued PI3K signaling.

### Stromal Cell Contact Downregulates the FoxO1/3 Pathway

PI3K activation leads to the downregulation of FoxO1 and FoxO3 (Haftmann et al., 2012; Huang et al., 2005; Plas and Thompson, 2003). BM PCs, when co-cultured with ST2 cells, significantly downregulated the expression of FoxO1 and FoxO3 independently of APRIL, already on day 1 of co-culture (FoxO1 geometric mean expression: APRIL: 1,820 ± 62, ST2: 1,374 ± 76, ST2+A: 1,348 ± 35; FoxO3 geometric mean expression: APRIL: 2,446 ± 282, ST2: 1,777 ± 134, ST2+A: 1,960 ± 106) (Figures 3A and 3B). Adding APRIL alone or in combination with ST2 cells did not affect the expression of FoxO1/3 proteins. To determine whether downregulation of FoxO1/3 expression is the critical event downstream of PI3K activation, FoxO1/3 expression was knocked down by using specific siRNA by 23% and 21%, respectively (Figures S2B and S2C). Knockdown of FoxO1/3 in PCs could completely restore PC survival in the absence of ST2 cells when PCs were cultured with APRIL alone (mean viability: day 1, APRIL+ scr: 99% ± 13%, APRIL+ FoxO: 102% ± 14%, ST2+A+scr: 101% ± 33%; day 3, APRIL+ scr: 52% ± 26%, APRIL+ FoxO: 79% ± 18%, ST2+A+scr: 89% ± 24%) (Figure 3C). These results demonstrate that stromal cell contact is supporting the survival of PCs by downregulation of FoxO1/3.

**Figure 3:**
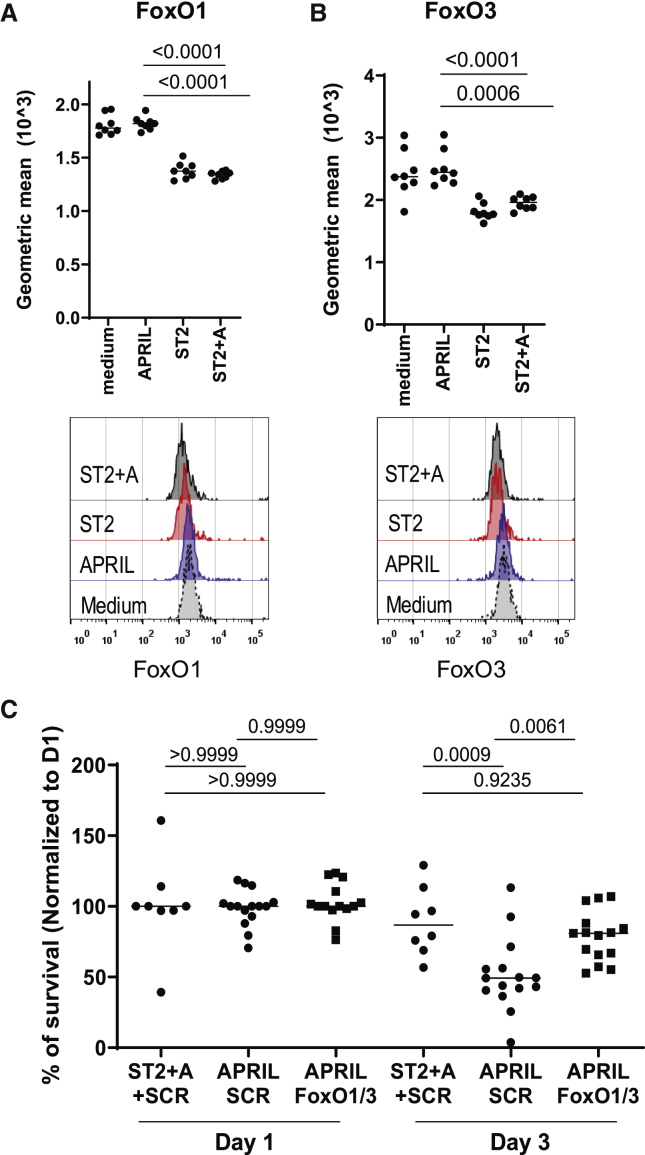
Stromal-Cell-Contact-Induced PI3K Signaling Downregulates FoxO1/3 Protein Expression and Is Essential for Survival of Memory Bone Marrow PCs (A and B) FoxO1 (A) and FoxO3 (B) expression of CD138^+^ PCs, as determined by flow cytometry (geometric mean fluorescence intensity, pooled from two independent experiments with n = 8 technical replicates for each group). Statistics: ordinary one-way ANOVA. (C) Survival of PCs treated with siRNA specific for FoxO1/FoxO3 or scrambled control on day 1 and 3 of culture with APRIL alone or ST2 and APRIL counted by flow cytometry. Median of at least three pooled independent experiments with n = 3 technical replicates for each group. Statistics: ordinary one-way ANOVA.

### Stromal Cell Contact and APRIL Signaling Pathways Address Distinct Caspases

As the survival of *ex*-*vivo*-isolated BM PCs cultured with APRIL or ST2 cells alone was rescued by pan-caspase inhibitors (Figure 1B), we aimed at determining which caspases are affected by stromal cell contact and APRIL, respectively. Activation of the caspases was measured on the single-cell level by using antibodies or fluorescent caspase-specific peptides and controlled using a pan-caspase inhibitor and Wortmannin, blocking PI3K signaling, or tunicamycin, inducing the unfolded protein response (UPR), respectively (Figure S3). Co-culture of PCs with ST2 cells led to significantly reduced levels of cleavage and activation of the effector Casp3 and 7 (Figures 4A and 4B) compared to levels of culture with APRIL alone. The addition of APRIL to the co-culture with ST2 cells did not further impact the activation of Casp3 or 7. However, APRIL, together with ST2 cells, led to a significant reduction of the activation of the ER-associated Casp12 (Figure 4C).

**Figure 4:**
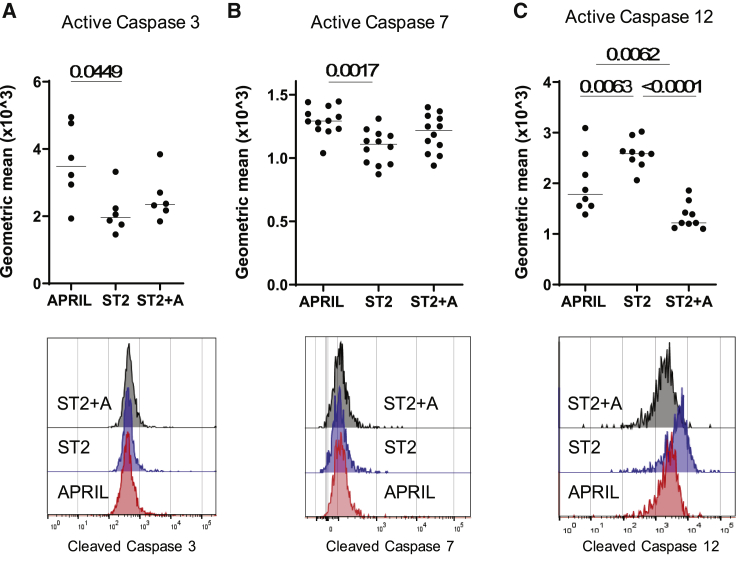
Contact with Stromal Cells Inhibits Activation of Caspase 3 and 7, whereas APRIL Inhibits Activation of Caspase 12 Expression of activated caspase 3 (A), caspase 7 (B), and caspase 12 (C) of CD138^+^ PCs determined by flow cytometry, shown as geometric mean fluorescence intensity, on day 1 in PCs cultured under the indicated conditions (pooled from a minimum of two independent experiments with n = 6–12 technical replicates for each group). Statistics: Kruskal-Wallis test (activated Casp3), ordinary one-way ANOVA (activated Casp7/Casp12).

### Stromal Cell Contact and APRIL Synergize to Induce the Expression of IRF4

ST2 cells and APRIL also synergized to upregulate the expression of IRF4 on the single-cell level (Figure S2C). IRF4 has been demonstrated previously to be indispensable for the survival of PCs *in vivo* (Tellier et al., 2016). Inhibition of either signaling pathways downstream of stromal cell contact or APRIL, i.e., PI3K using Wortmannin or NF-κB using IKK16, resulted in a decrease in IRF4 expression (Figure S2D).

## Discussion

Long-lived memory PCs persist for a lifetime in mice (Manz et al., 1997; Slifka et al., 1998), in nonhuman primates (Hammarlund et al., 2017), and in humans (Landsverk et al., 2017). They form an independent population of memory cells (Chang et al., 2018; Radbruch et al., 2006). Memory PCs are evenly distributed throughout the BM and most if not all of them directly contact a mesenchymal stromal cell (Zehentmeier et al., 2014). It is suggestive that these stromal cells organize a survival niche, which supports longevity of the PCs (Manz and Radbruch, 2002). It is still enigmatic, however, how stromal cells organize the PC survival niche. It has been postulated that they attract cells secreting the cytokines APRIL and/or BAFF, both ligands for the receptor BCMA (CD269), signaling by the NF-κB pathway (Chu et al., 2011; Hatzoglou et al., 2000; O’Connor et al., 2004). Blocking both cytokines ablates PCs from the BM (Belnoue et al., 2008; Benson et al., 2008). The stromal cell may also contribute directly to the survival of PCs by integrin-mediated cell contact signaling (DiLillo et al., 2008) inducing PI3K signaling (Van Spriel et al., 2012). Here, we show that indeed both signaling pathways are essential and complementary for PC survival and that cell-contact-induced PI3K signaling acts through downregulation of FoxO1/3 and blocks activation of caspases 3 and 7, but not 12. In complementation, APRIL signaling blocks activation of Casp12, but not 3 and 7. Direct contact between the stromal cell and the PCs and APRIL signaling thus in synergy prevent apoptosis of the PCs induced by ER and mitochondrial stress. It has been shown previously that primary human-antibody-secreting cells isolated from peripheral blood 7 days after booster vaccination can be maintained *in vitro* by soluble factors secreted by BM-derived stromal cells (Nguyen et al., 2018), independently of direct cell-cell contact. It is unclear whether this apparent discrepancy to the results shown here points to a difference in survival requirements of antibody-secreting cells circulating in the blood, within days after antigenic stimulation, i.e., recently generated plasmablasts and long-lived PCs residing in the BM.

An analysis of the lifestyle of memory PCs has been hampered by their low frequency in the BM, as well as by the fact that they die rapidly when isolated and cultured *ex vivo* (Cassese et al., 2003), as is confirmed here. Cytokines prolonging their survival *ex vivo* have been reported (Cassese et al., 2003; Cocco et al., 2012; Jourdan et al., 2014; Minges Wols et al., 2002). Here, we describe a culture system providing stroma cell contact and a ligand for BCMA and show that those two signals are necessary and sufficient to maintain survival of resident PCs of the BM. When cultured on ST2 cells, in the presence of the cytokine APRIL, 50 to 80% of *ex*-*vivo*-isolated BM PCs survived for more than 5 days. The PCs maintained their transcriptional identity, with less than 41 transcripts differentially expressed between PCs directly isolated from the BM and those cultured for 3 days.

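Of 24 genes of PC identity, listed before the data were examined, none passed limma's test for culture without the experiment as a block (3 at an unadjusted p under 0.05) or with it (6 at an unadjusted p under 0.05). Their median log2 fold change was -0.11, and the list was not shifted (camera, adjusted p = 0.114, and 0.0716 with the block). With an estimated correlation 3 of the 26 lists passed, and 0 with that and the block. The identity list did not (adjusted p = 0.30, and 0.41 with the block). It passed, lower in culture, with the mean of all probe sets per gene (adjusted p = 0.041) and without the ex vivo array of experiment 1 (adjusted p = 0.023). When adjusted over the list alone, none passed without the block and 3 fell with it. These were Fkbp11, a chaperone gene of the secretory pathway (log2 fold change without the block -0.93, standard error 0.26), Eaf2, an elongation factor gene (-0.65, standard error 0.12), and Derl3, a gene of endoplasmic reticulum-associated degradation (-0.59, standard error 0.25). Over all probe sets, their adjusted p values with the block were 0.0503, 0.0541 and 0.0991. Of 22 measured genes of the unfolded protein response, on which antibody secretion depends, none passed without the block (0 at an unadjusted p under 0.05) or with it (2 at an unadjusted p under 0.05), and the list was not shifted (camera, adjusted p = 0.80). Syvn1 and Creld2 had the largest differences, -0.58 (standard error 0.61) and -0.31 (standard error 0.14). The paper states that the PCs kept their transcriptional identity, and gives with this the low number of transcripts that differed.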

*In vivo*, it remains unclear which cells provide the cytokines APRIL and/or BAFF to the PCs. Eosinophilic granulocytes have been proposed (Chu et al., 2011), but their role has been questioned (Haberland et al., 2018). We have shown recently that a subpopulation of BM stromal cells does produce BAFF (Addo et al., 2019). PCs are known to have two receptors for the cytokines APRIL and BAFF, namely TACI and BCMA (O’Connor et al., 2004; Peperzak et al., 2013). Among them, BCMA signaling has been suggested to be vital for PC survival in the BM (Benson et al., 2008; O’Connor et al., 2004). It is known that the BCMA receptor, when activated by APRIL, signals by the TRAF/NF-κB/p38 pathway (Hatzoglou et al., 2000). Similarly, inhibition of the NF-κB pathway blocks survival of PCs in the *ex vivo* niche described here. In the presence of stromal cells, APRIL significantly inhibits the activation of Casp12, but not of Casp3 and 7. Casp12 is localized at the ER and is activated by ER stress, e.g., by an insufficient UPR (Nakagawa et al., 2000). It was previously shown that managing the UPR is essential for PC survival (Iwakoshi et al., 2003; Pelletier et al., 2006) because they are cells producing several thousand antibody molecules per second (Hibi & Dosch, 1986). Which ER stress pathway is relevant for PCs is still not clear. The genetic ablation of the three main ER stress pathways XBP-1 (Taubenheim et al., 2012), ATF6 (Aragon et al., 2012), and PERK (Lam et al., 2018) individually did not result in an ablation of antibody-secreting cells, indicating that there might be redundancy in the ER stress pathways in PCs, which are apparently all addressed by BCMA signaling.

The original notion that direct cell contact between stromal cells and PCs is essential for the survival of PCs in the BM comes from their ablation *in vivo* by antibodies against integrin α4β1 (VLA-4), a ligand of the stromal cell receptor VCAM1, and integrin αLβ2 (LFA-1), a ligand of the stromal cell receptor ICAM-1, which are both expressed by BM PCs (DiLillo et al., 2008). At a molecular level, it has been demonstrated that integrins can signal by the FAK/PI3K pathway (Giancotti and Ruoslahti, 1999). An indication that this may also happen in PCs comes from mice deficient for the tetraspanin CD37. In these mice, antibody-secreting cells showed impaired clustering of VLA4 and diminished PI3K signaling *ex vivo* (Van Spriel et al., 2012). Here, we demonstrate by transwell separation of PCs and stromal cells in the *ex vivo* niche that direct contact of BM PCs to ST2 cells is required for the survival of the PCs. The contact induces PI3K signaling in the PCs, which is required for their survival. Inhibitors specific for the α, β, γ, or δ subunits of PI3K in any combination of three blocked PC survival, suggesting that PCs can use any two of the four different PI3K subunits for survival signaling in a redundant fashion. Also, the PI3K inhibitors LY29400 and Wortmannin efficiently block *ex vivo* survival of the PCs. Wortmannin also ablates PCs from BM *in vivo*. Considering the different spectra of off-target effects of all those inhibitors, the results strongly suggest that indeed stromal-cell-contact-induced PI3K signaling is vital for memory PC survival. The cell contact in part is mediated by β1-integrin because siRNA-mediated knockdown of β1 integrin in PCs impairs the survival of these cells in the *ex vivo* niche, as we show here.

PI3K signaling by activation of AKT has several downstream targets. One of them is the mechanistic target of rapamycin complex 1 (mTORC1). This has previously been shown not to be involved in memory PC survival (Jones et al., 2016). Others are the transcription factors FoxO1/3. Activated AKT phosphorylates FoxO1/3, thus inactivating them as transcription factors. Inactivation of FoxO1/3 has been shown to be essential for survival and proliferation of activated lymphocytes, although the exact molecular mechanisms remain enigmatic (Haftmann et al., 2012; Stittrich et al., 2010). Here, we show that inactivation of FoxO1/3 is essential for the survival of memory PCs because siRNA-mediated knockdown of FoxO1/3 in the PCs nearly fully compensates for stromal cell contact in the *ex vivo* niche.

Unlike APRIL, stromal cells block activation of the Casp3 and 7, but not 12, in BM PCs in the *ex vivo* niche. Casp3 and 7 have been reported to be activated upon mitochondrial stress (Lakhani et al., 2006). Inhibition of Casp3 and 7 by stromal cell contact and of Casp12 by APRIL seem to be necessary and sufficient to prevent apoptosis of memory PCs in the *ex vivo* niche. Pan-caspase inhibition can compensate for either one, ST2 cells or APRIL. Although stromal cell contact blocks the effector caspases of mitochondrial-stress-induced apoptosis, APRIL blocks the initiator caspase of ER-stress-induced apoptosis Casp12, which are apparently the two major stress factors limiting the lifetime of memory PCs. Also, the expression of the essential survival factor IRF4 (Tellier et al., 2016) is upregulated by stromal cell contact and APRIL in synergy, as we show here. Taken together, our results demonstrate that stromal cells are not simply organizing memory PC survival niches in the BM. By integrin-mediated cell contact, they actively provide an essential survival signal to memory PCs, complementing the survival signal provided by APRIL/BAFF. Both signals efficiently prevent mitochondrial- and ER-stress-induced apoptosis of memory PCs.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-mouse active caspase 3	Cell Signaling Technology	Catalog # 8788; RRID:AB_2797665
Anti-mouse active caspase 7	Cell Signaling Technology	Catalog # 8438T; RRID:AB_11178377
Anti-mouse BCL2, APC, REA356	Miltenyi Biotec	Catalog # 130-105-474; RRID:AB_2651266
Anti-mouse BIM, 14A8	Milipore	Catalog # MAB17001; RRID:AB_2065314
Anti-mouse CD138, PE-vio770, REA104	Miltenyi Biotec	Catalog # 130-102-318; RRID:AB_2655025
Anti-mouse FoxO1, C29H4	Cell Signaling Technology	Catalog # 2880; RRID:AB_2106495
Anti-mouse FoxO3a, D19A7	Cell Signaling Technology	Catalog # 12829; RRID:AB_2636990
Anti-mouse IRF4, APC, REA201	Miltenyi Biotec	Catalog # 130-100-913; RRID:AB_2652517
Anti-mouse MCL1, Y37	Abcam	Catalog # ab32087; RRID:AB_776245
Anti-mouse NOXA, 114C307	Abcam	Catalog # ab13654; RRID:AB_300536
Anti-mouse ki67,A488, B56	BD	Catalog # 558616; RRID:AB_647087
Anti-mouse B220, PE, REA755	Miltenyi Biotec	Catalog # 130-110-709; RRID:AB_2658276
Anti-mouse B220, Bio, RA3-6B2	Miltenyi Biotec	Catalog # 130-101-928; RRID:AB_2660454
Anti-mouse CD19, APC, REA749	Miltenyi Biotec	Catalog # 130-112-036; RRID:AB_2655824
Anti-mouse CD49d, bio, R1-2	Miltenyi Biotec	Catalog # 130-101-912; RRID:AB_2660744
Anti-mouse IgA, polyclonal	Southern Biotech	Catalog # 1040-08; RRID:AB_2794374
Anti-mouse IgG, polyclonal	Southern Biotech	Catalog # 1036-01; RRID:AB_2794345
Anti-mouse IgM, polyclonal	Southern Biotech	Catalog # 1021-01; RRID:AB_2687524
Anti-mouse CD19, PacB, 1D3	DRFZ	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

4-hydroxy-3-nitropheylacetyl hapten coupled chicken gamma globulin	Biomol	Catalog # D602-0100
Incomplete Freud`s Adjuvans	SIGMA	Catalog # F5506
Wortmannin	Selleckchem	Catalog # S2758
Ly294002	Selleckchem	Catalog # S1105
IKK16	Selleckchem	Catalog # S2882
Z-VAD-FMK	Santa Cruz Biotechnology	Catalog# CAS 187389-52-2
Formaldehyde solution	Electron microscopy	Catalog # 15713S
Recombinant APRIL mouse multimeric	Adipo gen Life Sciences	Catalog # AG-40B-0089-3010
Anti-mouse CD138 microbeads	Miltenyi Biotech	Catalog # 130-098-257
Anti-Streptavidin microbeads	Miltenyi Biotech	Catalog # 130-048-101

**Oligonucleotides**		

FoxO1	SMARTPool	Catalog # E-041127-00-0010
FoxO3	SMARTPool	Catalog # E-040728-00-0010
ITGB1	Individual siRNA	Catalog # A-040783-13-0020
Non-Targeting	Individual siRNA	Catalog # D-001910-04-20

**Critical Commercial Assays**		

RNeasy Micro KIT	Quiagen	Catalog # 74004
Whole-transcriptome pico KIT	ThermoFisher Scientific	Catalog # 902622
Cell Signaling Buffer Set A	Miltenyi Biotec	Catalog # 130-100-827
CaspGLOW Fluorescein Active Caspase-12 Staining Kit	Biovision GmbH	Catalog # K172-100

**Deposited Data**		

Transcriptome data	This paper	GEO: GSE107206

**Experimental Models: Cell Lines**		

ST2 stromal cell line	Riken BioResource Center	Catalog # RCB0224

**Experimental Models: Organisms/Strains**		

Mouse: C57BL/6J	Charles River Laboratories	Catalog # 000664
Mouse: C57BL/6J Blimp-1:GFP	S. Nutt (Walter and Eliza Hall Institute, Melbourne, Australia)	N/A

**Software and Algorithms**		

FlowJo10	FlowJo LLC	http://www.flowjo.com
Prism	GraphPad Software, Inc	http://www.graphpad.com

**Other**		

MG_U430_2 GeneChips	ThermoFisher Scientific	Catalog # 900495

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Andreas Radbruch ().

#### Materials Availability

This study did not generate new unique reagents.

#### Data and Code Availability

The datasets generated during this study are available at GEO: GSE107206.

### Experimental Model and Subject Details

#### Mice

C57BL/6J wild-type strain was purchased from Charles River Laboratories. Mice expressing GFP under the control of the Prdm1 promoter (Blimp-1:GFP) were bred and maintained at the “Bundesinstitut für Risikobewertung” (BfR, Berlin, Germany), a gift from S. Nutt (Walter and Eliza Hall Institute, Melbourne, Australia). All mice were maintained under specific pathogen free conditions. All experiments were performed according to German law for animal protection and with the permission from the local veterinary offices, and in compliance with the guidelines of the Institutional Animal Care and Use Committee. The animal experiments were performed within the animal studies H007015 and G008-13.

#### Health/immune status

All animals are fully immune competent and are obtained from controlled SPF-breeding facilities. They are subsequently housed in IVC cages under SPF conditions. Animal health is constantly monitored in accordance with FELASA recommendations.

#### Husbandry/housing conditions of experimental animals

All animals are housed in IVC cages with a maximum of 5 animals per cage. The animals are provided with enrichment in form of nesting material and wood. Special, autoclaved food as well as autoclaved water is supplied *ad libitum*. Cages are equipped with wood chip bedding material and a shelter made from red plastics. Animals have a settling-in-period of five days after arrival from breeding facilities. Animals are exposed to light for a cycle of 12 hours, followed by 12 hours of darkness.

#### ST2 cell line

ST2 cells are originally isolated from the bone marrow of a BALB/c mouse. Their morphology is fibroblast-like. Cells were cultured in RPMI1640 + 10% FCS, 100 U/ml Penicillin, 100 μg/ml streptomycin, 0.1% β-Mercaptoethanol. Cells were passaged twice a week using trypsin, the passage ratio was 1:10.

### Method Details

#### Immunization

Mice were primed with 100μg 4-hydroxy-3-nitropheylacetyl hapten coupled chicken gamma globulin (NP-CGG) in incomplete Freud`s Adjuvants (IFA) intraperitoneally (i.p.). In total 200μl (100μl of NP-CGG diluted in PBS + 100μl IFA) have been injected per mouse. Mice were challenged twice after the prime with the same injection in cycles of 21 days.

#### *In vivo* treatment with PI3K-inhibitor

Immunized mice were used and Wortmannin in DMSO or PBS in DMSO injected i.p. with a total volume of 100μl on day 90, 92 and 94. Concentration of Wortmannin was 1.2mg/kg. Mice were killed by cervical dislocation and analyzed on day 95.

#### Magnetic isolation of long-lived PCs from the bone marrow

PCs were magnetically isolated from immunized mice more than 30 days after 2^nd^ boost using a two-step protocol, including depletion of B220 and CD49b expressing cells and subsequent positive enrichment of CD138^high^ PCs.

#### Cell culture of long-lived PCs and treatment with inhibitors

Isolated long-lived PCs from the bone marrow were cultured in RPMI1640 medium supplemented with 10% FCS, 100 U/ml Penicillin, 100 μg/ml streptomycin, 0.1% β-Mercaptoethanol, 25 mM HEPES buffer and 50 ng/ml multimeric APRIL. Cultures were kept under physiological oxygen levels in a hypoxia chamber with 4.2% O_2_ and 5% CO_2_ at 37°C. For the co-culture, 2500 ST2 cells were seeded in a 96-well plate one day before memory PC isolation. Memory PCs were plated on top the ST2 cell layer in a 1:1 ratio (5000 PC and 5000 ST2 cells). For analysis, cells were either fixed with PFA or stained directly and scraped off the plate before measurement. Cells were pre-treated with pan PI3K inhibitors at different concentrations including Wortmannin, Ly294002 and to block NF-κB pathway the inhibitor, IKK16, was used.

#### siRNA treatment of PCs *in vitro*

Isolated long-lived PCs from the bone marrow were cultured in Accell Medium with 2 μM siRNA or scr control (Bardua et al., 2018; Haftmann et al., 2015) and 100 ng/ml multimeric APRIL. After 1 hour RMI1640 medium supplemented with 5% FCS, 200 U/ml Penicillin, 200 μg/ml streptomycin0.2% β-Mercaptoethanol, 50 mM HEPES buffer was added to the cells. Cultures were kept under physiological oxygen levels in a hypoxia chamber with 4.2% O_2_ and 5% CO_2_ at 37°C.

#### Caspase stainings

For activated caspase 12, Caspase 12 CaspGlow assay was performed by staining the cells in cell culture medium with the CaspGlow FITC labeled peptide for 30 minutes at 37°C. Cells were washed two times, stained for CD138 and measured by flow cytometry. For caspases 3 and 7, specific antibodies were used. Cells were fixed with 4% PFA for 10 minutes and permeabilized with methanol. To block unspecific binding, cells were incubated with uncoupled anti-FCyRII/III antibody prior to staining with primary antibody for 1 hour. After washing, cells were incubated with a secondary antibody for 30 minutes. All samples were analyzed using a MacsQuant analyzer and FlowJo software. As negative control, cells were incubated for 24 hours with 10 μM panCaspase Inhibitor Z-VAD-FMK. As positive controls, cells were incubated with 10 μM Wortmannin or 2.5 μM Tunicamycin for 2 hours prior to staining.

#### Flow cytometric measurement of surface and intracellular antigens

Single cell suspension was prepared; cells were pre-incubated with uncoupled anti-FCyRII/III antibody to block unspecific binding, followed by direct addition of antibodies for 15 minutes on ice. For staining of intracellular antigens, cells were fixed with PFA and permeabilized with methanol. To prevent unspecific binding, cells were pre-incubated with blocking buffer containing rabbit or rat serum and subsequently stained with primary antibody for 1 hour and, if necessary, with secondary antibody for 30 minutes. Samples were analyzed using a MacsQuant analyzer and FlowJo software. Cytometric procedures followed the recommendations of the “Guidelines for use of flow cytometry and cell sorting in immunological studies” (Cossarizza et al., 2017).

#### ELISA

Enzyme-linked immunosorbent assay was used to detect secreted antibodies in supernatants at different time points of the PC culture. The supernatant was collected over 6 days. Plates were coated with unlabeled IgG, IgM or IgA in PBS overnight, followed by a washing step with PBS. Plates were blocked with 3% BSA/PBS. Supernatants either undiluted or diluted 1:12, 1:32 or 1:108 were incubated at 37°C for 2 hours in plates coated with unlabeled IgG, IgM or IgA. Plates were washed with PBS/Tween 0.05% followed by addition of anti-IgG, anti-IgM and anti-IgA conjugated to Biotin (diluted 1:2000) and incubation at 4°C overnight. Plates were washed with PBS/BSA and incubated with Streptavidin-Peroxidase at 37°C for 20 minutes. Plates were washed with tap water. TMB was added followed by stop solution (2M H_2_SO_4_). For the read out a spectrophotometer was used (wavelenght 450 nm).

#### Transwell-Assay

Isolated PCs were cultured in transwell plates with pore size of 0.5μm. PCs were plated at the bottom of the transwell plate in the presence of APRIL in a total volume of 600 μL. 2500 stromal cells were plated the day before in the transwell insert. As control of direct contact effects PCs were plated directly onto stromal cells in the transwell insert. On the day of analysis, plasma cells were collected by scraping and directly measured using CD138 and DAPI staining.

#### Processing and analysis of oligonucleotide microarray data

Memory PCs were isolated by magnetic cell sorting or after 3 days of culture in the *in vitro* system were processed for RNA preparation. RNA was prepared using the RNeasy Micro KIT and hybridized to mouse 430 2 GeneChips according to the whole-transcriptome pico KIT. Raw signals were processed by the affy R package using RMA for normalization (Gautier et al., 2004). Sample similarity was evaluated by Pearson correlation and Principle component analysis based on un-scaled log2 expression values. For the differentially expressed gene analysis the limma R package was used (Ritchie et al., 2015). Genes with an adjusted P value < 0.05 were considered to be statistically differentially expressed. Microarray data is available through Gene Expression Omnibus (GEO:GSE107206; code for reviewer: sfctqoakblqhpyp).

### Quantification and Statistical Analysis

Data are presented as median. Data was tested for normality and significant differences between two or more groups were determined by performing Mann-Whitney test, Kruskal-Wallis test or ordinary one-way ANOVA. Differences were considered statistically significant when p < 0.05. Detailed information can be found in the respective figure legend. Technical replicates refer to the number of wells in a 96 well plate of one experiment. Biological replicates refer to independent experiments performed on different days.

# Supplementary material for: Stromal Cell-Contact Dependent PI3K and APRIL Induced NF-κB Signaling Prevent Mitochondrial- and ER Stress Induced Death of Memory Plasma Cells
**Source:** Cell Rep. 2020 Aug 4;32(5):107982. doi: 10.1016/j.celrep.2020.107982
**Supplement:** Document S1. Figures S1–S4

## **Supplemental Information**

### **Stromal Cell-Contact Dependent PI3K and APRIL**

### **Induced NF- $\kappa$ B Signaling Prevent Mitochondrial- and**

### **ER Stress Induced Death of Memory Plasma Cells**

**Rebecca Cornelis, Stefanie Hahne, Adriano Taddeo, Georg Petkau, Darya Malko, Pawel Durek, Manja Thiem, Lukas Heiberger, Lena Peter, Elodie Mohr, Cora Klaeden, Koji Tokoyoda, Francesco Siracusa, Bimba Franziska Hoyer, Falk Hiepe, Mir-Farzin Mashreghi, Fritz Melchers, Hyun-Dong Chang, and Andreas Radbruch**

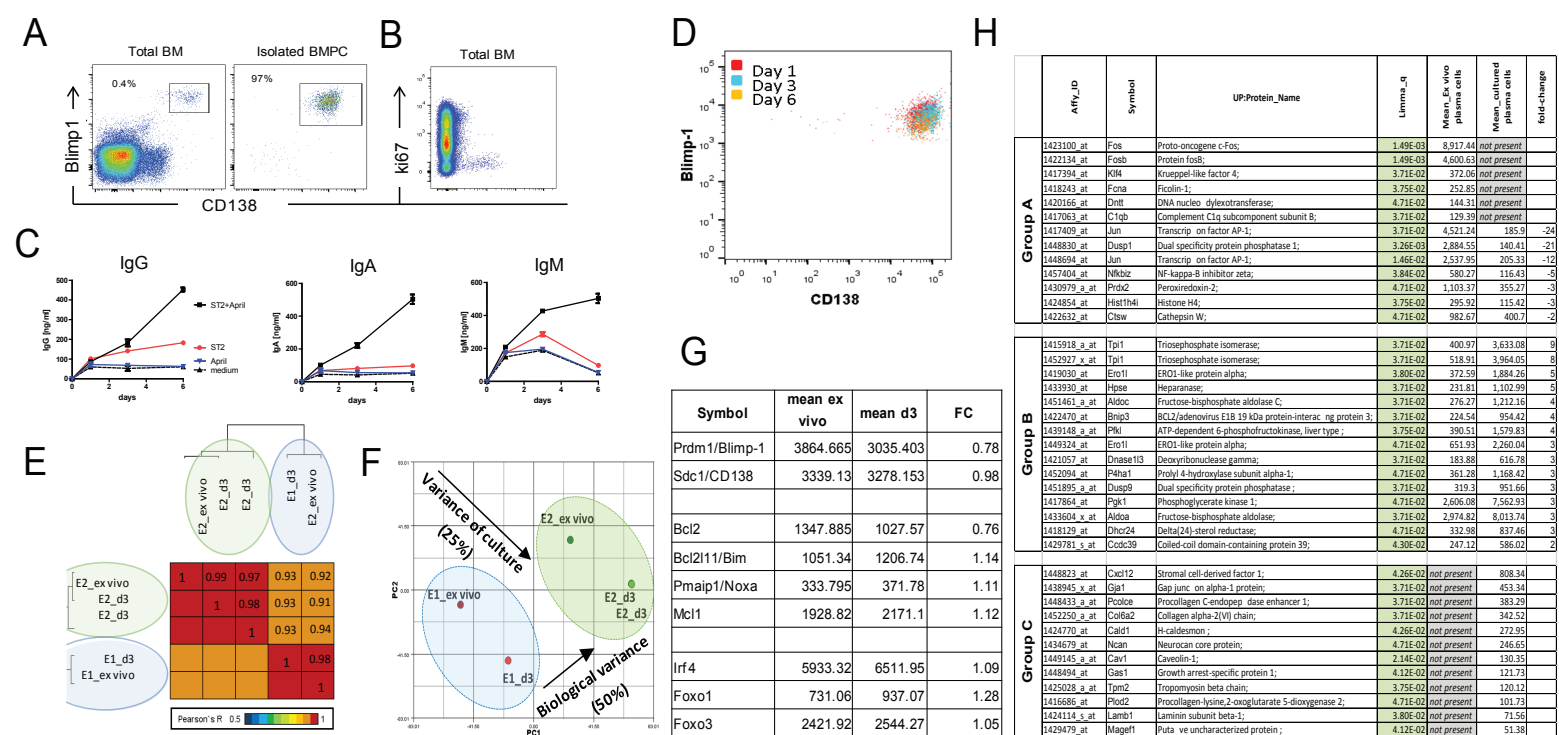

S1. Bone marrow memory plasma cells maintain their transcriptional profile and remain functional during in vitro culture. Related to Figure 1. (A) Original fraction of bone marrow from immunized C57BL/6J mice containing 0.4% of CD138++ plasma cells and purity of isolated plasma cells co-expressing BLIMP-1. (B) Ki-67 versus CD138 staining of total bone marrow. (C) Quantification of IgG, IgA and IgM in the supernatant of cultured plasma cells taken at the indicated time points by ELISA (n=1). (D) Expression of CD138 and BLIMP-1 in plasma cells cultured with ST2 in the presence of APRIL and measured on day 1, 3 and 6 of culture. (E) Pearson correlation of the global transcriptome of ex vivo isolated and 3 days cultured plasma cells. (F) Principal component analysis of two individual gene expression analyses of plasma cells ex vivo isolated and after 3 day culture. (G) Mean expression and fold-change of plasma cell specific genes and survival genes in ex vivo and 3 days cultured plasma cells. (H) Transcriptomes of memory plasma cells ex vivo and after 3 days of culture were analyzed for differentially expressed genes. The table shows statistically differentially expressed genes with adjusted p-value < 0.05 and the corresponding mean expression values.

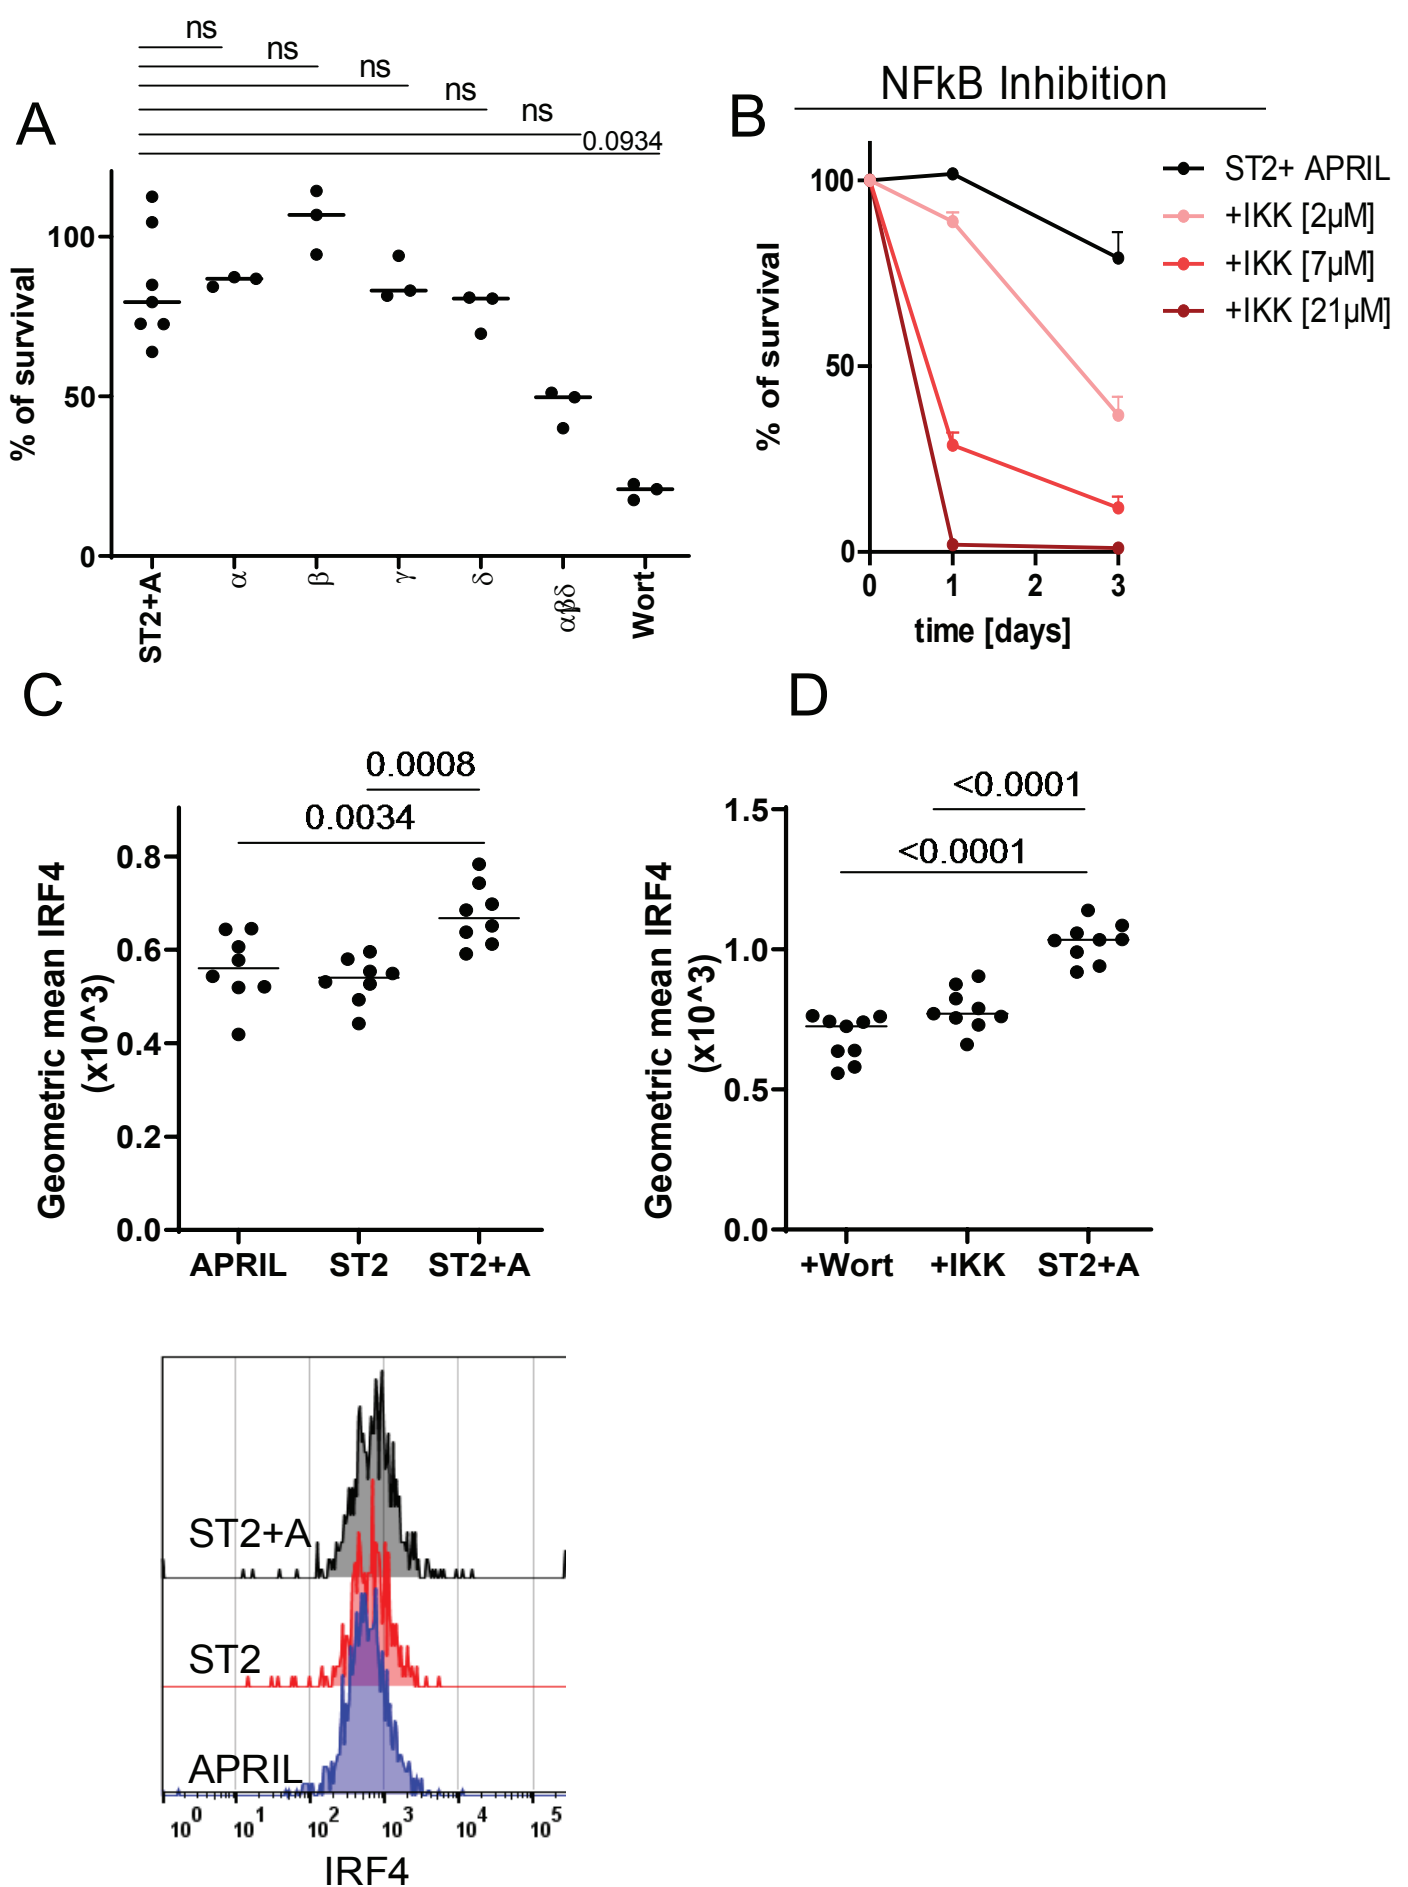

S2. Memory plasma cell survival and IRF4 induction depends on NF- $\kappa$ B and PI3K signaling. Related to Figure 2.

(A) Survival of memory plasma cells treated with inhibitors against different subunits of PI3K or Wortmannin as control (technical replicates  $n=3-6$ ). Cells were enumerated by flow cytometry on day 1 of culture. Statistics: Kruskal-Wallis test

(B) Survival of memory plasma cells pre-treated with the irreversible inhibitor IKK-16.

Cells were enumerated by flow cytometry on day 1 and 3 of culture.

(C, D) IRF4 protein expression, shown as geometric mean, in CD138 $^{+}$  plasma cells cultured for 1 day with or without ST2 cells, with or without APRIL or pre-treated with either 10  $\mu$ M Wortmannin or 2.5  $\mu$ M of IKK16 (pooled from two independent experiments with technical replicates  $n=6-8$  for each group). Statistics: Ordinary one-way ANOVA.

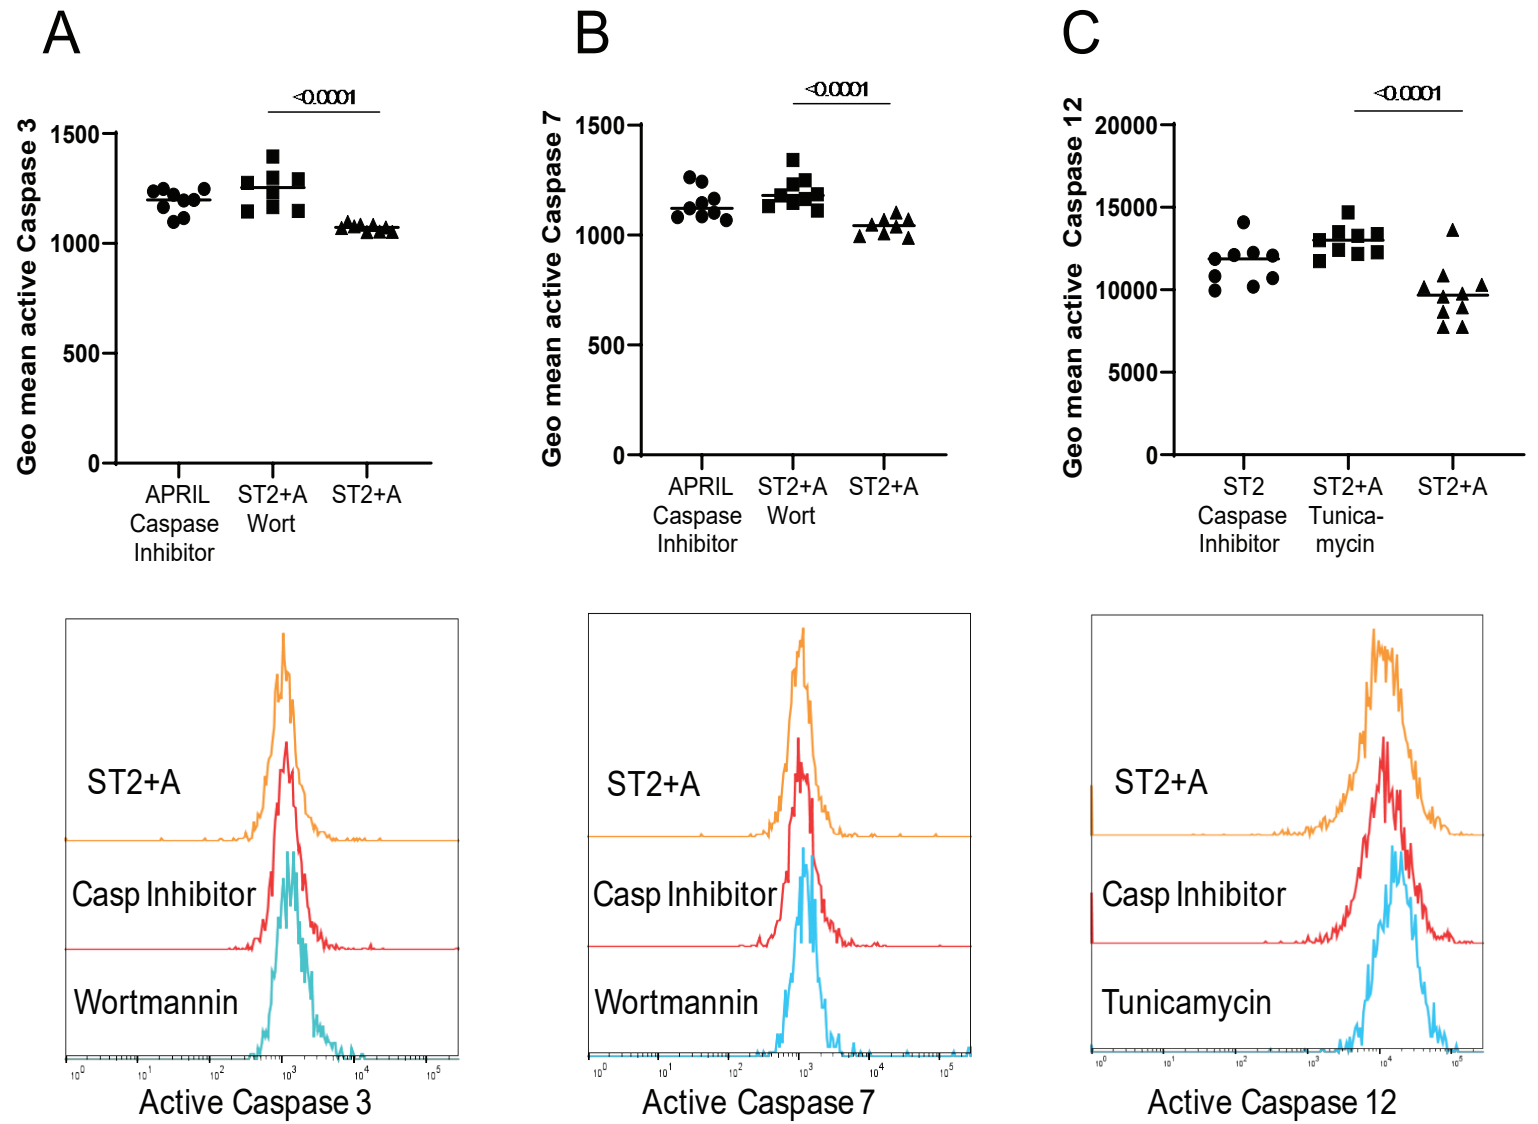

S3. Expression levels of active Caspases 3, 7 and 12 using Wortmannin or tunicamycin as controls. Related to Figure 4.

Expression of active Caspase 3 (A), 7 (B) and 12 (C), shown as geometric mean, in live CD138+ plasma cells cultured for 1 day with APRIL and/or ST2 cells and pan Caspase Inhibitor, and with or without treatment with either 10  $\mu$ M Wortmannin or 2.5  $\mu$ M Tunicamycin for 2 hours (pooled from two independent experiments with technical replicates n=9 for each group). Statistics: Ordinary one-way ANOVA.

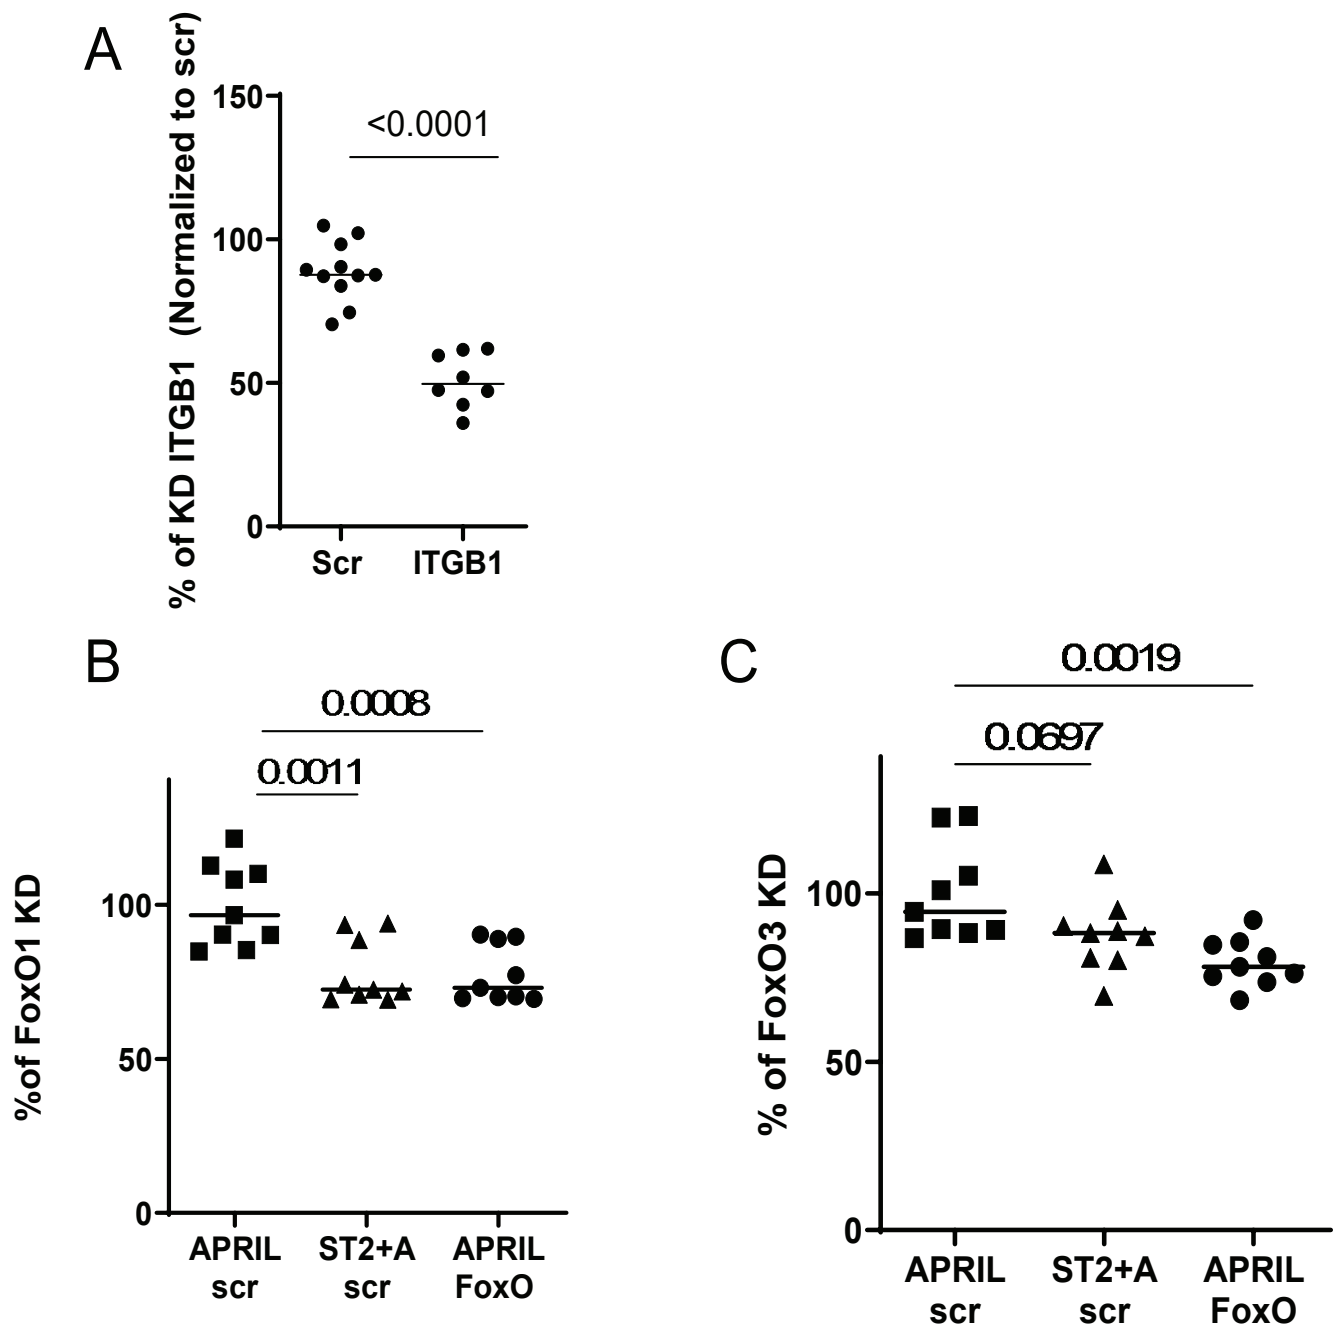

S4. Knock-down efficiency of siRNAs targeting ITGB1, FoxO1 and FoxO3. Related to Figures 1 and 3.

ITGB1 (A), FoxO1 (B) and FoxO3 (C) protein expression was measured in viable CD138+ plasma cells at day 3 of culture with the indicated siRNAs (pooled from three independent experiments with technical replicates  $n=9$  for each group).

Statistics: t-test (ITGB1), ordinary one-way ANOVA (FoxO1 and FoxO3).

# Supplementary material for: Stromal Cell-Contact Dependent PI3K and APRIL Induced NF-κB Signaling Prevent Mitochondrial- and ER Stress Induced Death of Memory Plasma Cells
**Source:** Cell Rep. 2020 Aug 4;32(5):107982. doi: 10.1016/j.celrep.2020.107982
**Supplement:** Document S2. Article plus Supplemental Information

# Stromal Cell-Contact Dependent PI3K and APRIL Induced NF- $\kappa$ B Signaling Prevent Mitochondrial- and ER Stress Induced Death of Memory Plasma Cells

## Graphical Abstract

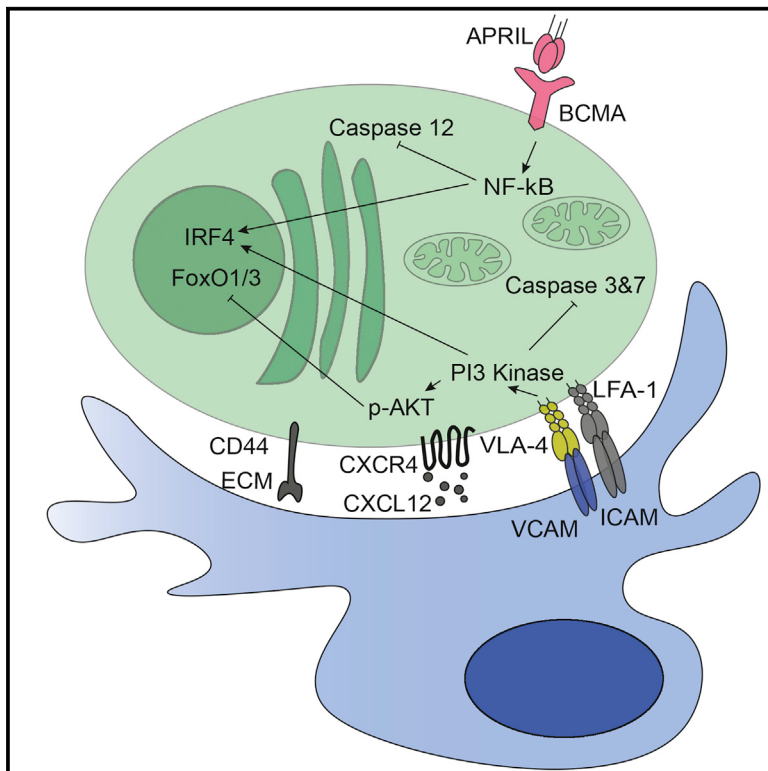

## Authors

Rebecca Cornelis, Stefanie Hahne, Adriano Taddeo, ..., Fritz Melchers, Hyun-Dong Chang, Andreas Radbruch

## In Brief

In this study, Cornelis et al. address the molecular mechanisms underlying the survival of murine memory plasma cells in the bone marrow. The authors provide evidence that direct contact to stromal cells and exogenous APRIL provide resilience to mitochondrial and endoplasmic stress, respectively, synergistically promoting plasma cell survival.

## Highlights

- Description of an *in vitro* niche for the cultivation of primary murine plasma cells
- Stromal cell contact and APRIL are essential for survival of bone marrow plasma cells
- Stromal-cell-contact-induced PI3K signaling inhibits FoxO1/3 and caspase 3 activation
- APRIL-induced NF- $\kappa$ B signaling prevents caspase 12 activation

## Report

# Stromal Cell-Contact Dependent PI3K and APRIL Induced NF- $\kappa$ B Signaling Prevent Mitochondrial- and ER Stress Induced Death of Memory Plasma Cells

Rebecca Cornelis,<sup>1,3</sup> Stefanie Hahne,<sup>1,3</sup> Adriano Taddeo,<sup>1,5</sup> Georg Petkau,<sup>1</sup> Darya Malko,<sup>1</sup> Pawel Durek,<sup>1</sup> Manja Thiem,<sup>1</sup> Lukas Heiberger,<sup>1</sup> Lena Peter,<sup>1</sup> Elodie Mohr,<sup>1</sup> Cora Klaeden,<sup>1</sup> Koji Tokoyoda,<sup>1</sup> Francesco Siracusa,<sup>1,6</sup> Bimba Franziska Hoyer,<sup>1,2</sup> Falk Hiepe,<sup>1,2</sup> Mir-Farzin Mashreghi,<sup>1</sup> Fritz Melchers,<sup>1</sup> Hyun-Dong Chang,<sup>1,4</sup> and Andreas Radbruch<sup>1,4,7,\*</sup>

<sup>3</sup>These authors contributed equally

<sup>4</sup>These authors contributed equally

<https://doi.org/10.1016/j.celrep.2020.107982>

## SUMMARY

The persistence of long-lived memory plasma cells in the bone marrow depends on survival factors available in the bone marrow, which are provided in niches organized by stromal cells. Using an *ex vivo* system in which we supply the known survival signals, direct cell contact to stromal cells, and the soluble cytokine a proliferation-inducing ligand (APRIL), we have elucidated the critical signaling pathways required for the survival of long-lived plasma cells. Integrin-mediated contact of bone marrow plasma cells with stromal cells activates the phosphatidylinositol 3-kinase (PI3K) signaling pathway, leading to critical inactivation of Forkhead-Box-Protein O1/3 (FoxO1/3) and preventing the activation of mitochondrial stress-associated effector caspases 3 and 7. Accordingly, inhibition of PI3K signaling *in vivo* ablates bone marrow plasma cells. APRIL signaling, by the nuclear factor  $\kappa$ B (NF- $\kappa$ B) pathway, blocks activation of the endoplasmic-reticulum-stress-associated initiator caspase 12. Thus, stromal-cell-contact-induced PI3K and APRIL-induced NF- $\kappa$ B signaling provide the necessary and complementary signals to maintain bone marrow memory plasma cells.

## INTRODUCTION

Plasma cells (PCs) can persist for long time periods in the bone marrow (BM). However, PCs are not intrinsically long lived (Makela and Nossal, 1962; Schooley, 1961) and die quickly when isolated and cultured *in vitro*, suggesting that their persistence in the BM depends on survival factors provided in the BM (Cassese et al., 2003). In the BM, PCs are located individually in direct contact to mesenchymal stromal cells, and it has been postulated that these stromal cells organize a survival niche for the PCs (Manz and Radbruch, 2002; Radbruch et al., 2006; Tokoyoda et al., 2004; Zehentmeier et al., 2014). How the survival is mediated at a molecular level has remained unclear. Essential for PC survival is signaling through the B cell maturation antigen (BCMA; CD269) receptor of the PCs (O'Connor et al., 2004) induced by its two ligands, namely, a proliferation-inducing ligand (APRIL; CD256) or B-cell-activating factor (BAFF; BLyS and CD257) (Benson et al., 2008) and the antiapoptotic protein myeloid cell leukemia 1 (MCL-1) (Peperzak et al., 2013). Evidence suggests that stromal cells might contribute directly to

PC survival in the BM. Antibodies against the adhesion molecules integrin  $\alpha$ L $\beta$ 2 (lymphocyte-function-associated antigen [LFA-1]; CD11a/CD18) and integrin  $\alpha$ 4 $\beta$ 1 (very late antigen [VLA-4]; CD49d/CD29), expressed by the PCs, ablate PCs from the BM (DiLillo et al., 2008). Ligands for both of these integrins, vascular cell adhesion molecule 1 (VCAM; CD106) and intercellular adhesion molecule 1 (ICAM; CD54), are expressed by BM stromal cells, suggesting that integrin-mediated binding of PCs to stromal cells might directly, by the focal adhesion kinase/phosphatidylinositol 3-kinase (PI3K) pathway (Giancotti and Ruoslahti 1999; Parsons et al., 2000) promote PC persistence in the BM. In line with this idea, CD37-deficient antibody-secreting cells, which show impaired clustering of VLA-4, have diminished PI3K signaling and impaired survival (Van Spruiel et al., 2012). Whether or not BCMA signaling and contact to stromal cells are sufficient to maintain the survival of memory PCs and how they prevent death of the PC have not been elucidated.

Here, we demonstrate, both *in vivo* and *ex vivo*, that BM PC survival is dependent on PI3K signaling. PI3K signaling is induced in PCs by direct contact to stromal cells and leads to

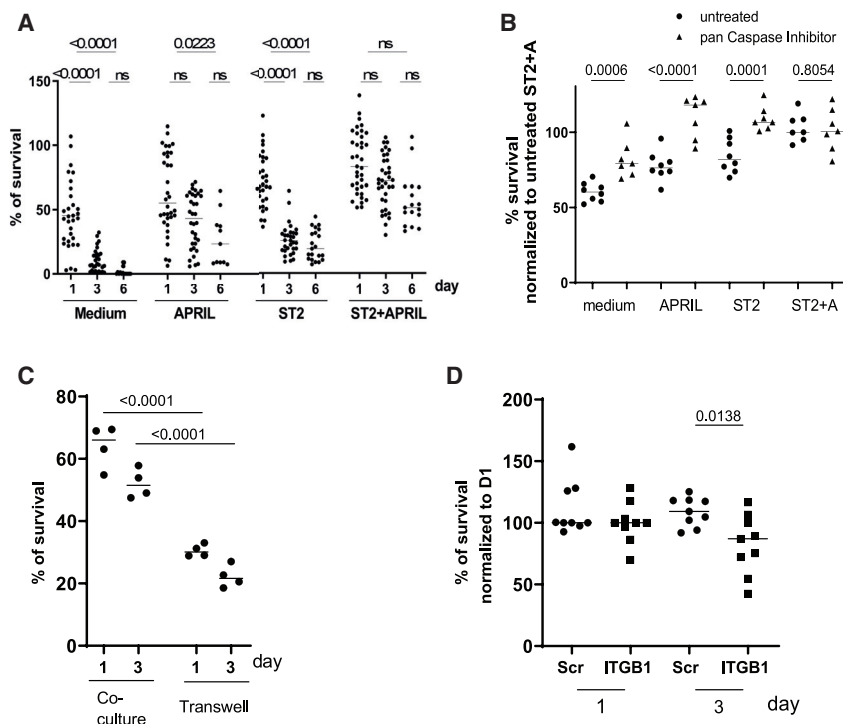

**Figure 1. Survival of Bone Marrow Memory PCs Is Dependent on Direct Cell Contact with Stromal Cells and the Presence of APRIL**

(A) Survival of primary murine bone marrow PCs cultured  $\pm$  ST2 cells and  $\pm$  APRIL for up to 6 days at 4.2%  $O_2$ . Viable plasma cells (CD138<sup>+</sup>/DAPI<sup>-</sup>) were counted by flow cytometry. Median of at least 5 pooled independent experiments with at least  $n = 14$  technical replicates for each group. Statistics: Kruskal-Wallis test.

(B) Isolated PCs treated with or without pan-caspase inhibitor when cultured  $\pm$  ST2 cells and  $\pm$  APRIL. Viable PCs were counted on day 1 of culture (pooled from two independent experiments with a minimum of  $n = 7$  technical replicates for each group). Statistics: ordinary one-way ANOVA.

(C) Survival of PCs in the presence of APRIL on day 1 and day 3, when cultured in transwell or directly contacting ST2 cells (pooled from two independent experiments with  $n = 4$  technical replicates for each group). Statistics: t test.

(D) Survival of PCs on day 1 and day 3 treated with specific siRNA directed against ITGB1 and scrambled controls (pooled from three independent experiments with  $n = 9$  technical replicates for each group). Statistics: ordinary one-way ANOVA.

inactivation of Forkhead-Box-Protein O1/3 (FoxO1/3), which is essential for the survival of the PCs. PC survival also depends on nuclear factor “kappa-light-chain-enhancer” of activated B cell (nuclear factor  $\kappa$ B [NF- $\kappa$ B]) signaling, which is induced by APRIL. Pan-caspase inhibition can substitute for both signaling pathways and rescues PC survival *in vitro*. Interestingly, stromal cell contact alone but not APRIL prevents activation of the mitochondrial-stress-associated caspases 3 (Casp3) and 7, whereas APRIL prevents activation of the endoplasmic reticulum (ER)-associated Casp12.

## RESULTS

### Contact to Stromal Cells and APRIL-Induced Signaling Pathways Prevent Caspase-Mediated Cell Death of PCs

Memory PCs were isolated from the BM of chicken gamma globulin (CGG)-immunized C57BL/6J mice more than 30 days after the last immunization by magnetic depletion of CD49b<sup>+</sup> and B220<sup>+</sup> cells, followed by magnetic enrichment of CD138<sup>+</sup> cells. Using this protocol, we achieved purities of more than 90% and recovery rates of about 35% of viable BM PCs. Isolated PCs expressed the PC transcription factor BLIMP-1 and were Ki-67 negative, the latter indicating that the cells were resting in terms of proliferation (Figure S1A and S1B). The cells were cultured *in vitro* with or without murine stromal cell line ST2 at an initial ratio of 1:1 in the presence or absence of APRIL. On days 1, 3, and 6 of the culture, viable PCs (CD138<sup>+</sup>/4',6-diamidino-2-phenylindole dihydrochloride negative [DAPI<sup>-</sup>]) were enumerated and analyzed by flow cytometry. All cultures were performed under physiological oxygen levels of 4.2%  $O_2$  to mimic the BM environment (Nguyen et al., 2018; Spencer

et al., 2014). PCs rapidly died within days when isolated from the BM and cultured in medium (median viability: day 1: 43.27%, day 3: 7.095%, day 6: 0%). However, PC survival was significantly improved when the cells were co-cultured with ST2 cells and in the presence of the cytokine APRIL (median viability: day 1, 83.14%; day 3, 72.19%; day 6, 51.20%). Co-culture of PCs with ST2 cells alone (median viability: day 1, 67.47%; day 3, 25.42%; day 6, 19.07%) or with APRIL alone (median viability: day 1, 55.24%; day 3, 43.15%; day 6, 23.27%) were not sufficient to maintain PCs alive (Figure 1A). The expression of CD138 and BLIMP-1 on the PCs was not altered during the 6 days of *in vitro* culture with ST2 cells and APRIL, and antibody secretion was maintained (Figures S1C and S1D). To confirm that the identity of PCs was maintained for 3 days in co-culture with ST2 cells and APRIL, we compared their global transcriptomes to those of *ex-vivo*-isolated PCs (Figures S1E and S1F). Of 10,000 genes expressed at statistically significant levels, only 41 genes showed a significant difference ( $p < 0.01$ ) in expression before and after culture (Figure S1H). The transcription factor AP-1 (JunB, Jun, Fos) was highly expressed in PCs isolated from BM but was not or only marginally expressed in PCs cultivated for 3 days. Expression of AP-1 and other stress-inducible genes (12; group A) may reflect stress induced by the tedious isolation procedure of PCs from the BM, as compared to their isolation from cell culture. A number of hypoxia-related and metabolic genes (15 genes; group B) were up-regulated in cultivated PCs, compared with PCs directly isolated from the BM. This finding may reflect the extended time the PCs spent under normoxic conditions during the isolation period. Finally, other genes (12 genes, group C), most prominently CXCL12, not expressed in PCs isolated directly from the

BM, but in those isolated from cell culture on day 3, may indicate contaminating stromal cells that were abundant in cell culture due to the ST2 cell line. Expression of the genes *CD138*, *Foxo1* and *3*, *Prdm1*, *Irf4*, *Noxa*, *Bcl2l11*, *Bcl2*, and *Mcl1* was not significantly different (Figure S1G).

The survival of *ex-vivo*-isolated BM PCs cultured with APRIL or ST2 cells alone was rescued by pan-caspase inhibitors (Figure 1B), suggesting that co-culture of PCs with ST2 cells and APRIL prevents caspase-mediated cell death.

Interaction between stromal cells and PCs has been suggested to be mediated by direct cell contact (Manz and Radbruch, 2002; Radbruch et al., 2006; Tokoyoda et al., 2004; Zehntmeier et al., 2014) by VCAM1/VLA4 and ICAM/LFA1 interaction (DiLillo et al., 2008). When culturing PCs and ST2 cells in a transwell assay, survival of PCs was significantly decreased (median viability for ST2 cells: day 1, 66%; day 3, 51%; and for PCs: day 1, 30%; day 3, 22%) compared with co-culturing conditions (Figure 1C). Small interfering RNA (siRNA)-mediated knockdown of integrin  $\beta 1$  (CD29/ITGB1), a subunit of the VLA4 (Integrin  $\alpha 4\beta 1$ ) heterodimer by 50% (Figure S4A), significantly reduced the survival of PCs in co-culture with ST2 cells and APRIL *ex vivo* (Figure 1D), indicating that direct cell contact is required for survival and that contact-mediated survival is in part mediated by integrin  $\beta 1$  (median viability for scrambled (scr): day 1, 100%; day 3, 109%; and for ITGB1: day 1, 100%; day 3, 87%).

### Inhibition of PI3K Signaling Results in PC Death *Ex Vivo*

Preincubation of *ex-vivo*-isolated BM PCs with the irreversible PI3K inhibitor Wortmannin resulted in a dose-dependent decrease in survival of the PCs, when co-cultured with ST2 cells in the presence of APRIL (viability for ST2+A: day 1, 101%; day 3, 76%; +Wortmannin 0.6  $\mu$ M: day 1, 100%; day 3, 66%; +Wortmannin 3  $\mu$ M: day 1, 102%; day 3, 66%; +Wortmannin 15  $\mu$ M: day 1, 73%; day 3, 37%; +Wortmannin 77  $\mu$ M: day 1, 68%; day 3, 20%) (Figure 2A). Using an alternative pan-PI3K inhibitor, LY294002, PC survival was also decreased in a dose-dependent manner (viability of ST2+A +LY29400 10  $\mu$ M: day 1, 62%; day 3, 68%; +LY29400 20  $\mu$ M: day 1, 44%; day 3, 37%; +LY29400 40  $\mu$ M, day 1, 24%; day 3, 5.7%) (Figure 2B). More specific inhibition of any of the four known PI3K subunits  $\alpha$ ,  $\beta$ ,  $\gamma$ , or  $\delta$  did not impact the survival of PC (Figure S2A). Only when any three subunits were simultaneously inhibited, PC survival was reduced to a similar degree as it was observed in the presence of Wortmannin (Figure 2C). Apparently, PCs have no particular requirement regarding the subunit composition of their PI3K. Inhibition of the NF- $\kappa$ B pathway downstream of BCMA, the receptor for APRIL, with the pan-NF- $\kappa$ B inhibitor IKK16 (Thein et al., 2014; Waelchli et al., 2006) also resulted in a dose-dependent death of the PCs (Figure S2B), demonstrating that both signaling pathways downstream of stromal cell contacts and BCMA are nonredundant and essential for PC survival.

### Inhibition of PI3K Signaling Ablates Resident Memory PCs of the BM

To verify the relevance of PI3K signaling for the persistence of PC *in vivo*, we treated mice with an established immune memory with 1.2 mg/kg of Wortmannin (Nobs et al., 2015), 7 weeks

following the last immunization, and enumerated memory PCs in the BM on day 95 (Figures 2D and 2E). Counts of total BM cells did not differ between mice treated with Wortmannin and control mice ( $2.46 \times 10^8$  versus  $2.37 \times 10^8$ , respectively) (Figure 2F). However, PCs were significantly reduced by about 33% ( $5.1 \times 10^5$  versus  $3.4 \times 10^5$ ). These results show that the persistence of memory PCs in the BM, like in the *ex vivo* niche provided by ST2 cells and APRIL, is conditional on continued PI3K signaling.

### Stromal Cell Contact Downregulates the FoxO1/3 Pathway

PI3K activation leads to the downregulation of FoxO1 and FoxO3 (Haftmann et al., 2012; Huang et al., 2005; Plas and Thompson, 2003). BM PCs, when co-cultured with ST2 cells, significantly downregulated the expression of FoxO1 and FoxO3 independently of APRIL, already on day 1 of co-culture (FoxO1 geometric mean expression: APRIL:  $1,820 \pm 62$ , ST2:  $1,374 \pm 76$ , ST2+A:  $1,348 \pm 35$ ; FoxO3 geometric mean expression: APRIL:  $2,446 \pm 282$ , ST2:  $1,777 \pm 134$ , ST2+A:  $1,960 \pm 106$ ) (Figures 3A and 3B). Adding APRIL alone or in combination with ST2 cells did not affect the expression of FoxO1/3 proteins. To determine whether downregulation of FoxO1/3 expression is the critical event downstream of PI3K activation, FoxO1/3 expression was knocked down by using specific siRNA by 23% and 21%, respectively (Figures S2B and S2C). Knockdown of FoxO1/3 in PCs could completely restore PC survival in the absence of ST2 cells when PCs were cultured with APRIL alone (mean viability: day 1, APRIL+ scr:  $99\% \pm 13\%$ , APRIL+ FoxO:  $102\% \pm 14\%$ , ST2+A+scr:  $101\% \pm 33\%$ ; day 3, APRIL+ scr:  $52\% \pm 26\%$ , APRIL+ FoxO:  $79\% \pm 18\%$ , ST2+A+scr:  $89\% \pm 24\%$ ) (Figure 3C). These results demonstrate that stromal cell contact is supporting the survival of PCs by downregulation of FoxO1/3.

### Stromal Cell Contact and APRIL Signaling Pathways Address Distinct Caspases

As the survival of *ex-vivo*-isolated BM PCs cultured with APRIL or ST2 cells alone was rescued by pan-caspase inhibitors (Figure 1B), we aimed at determining which caspases are affected by stromal cell contact and APRIL, respectively. Activation of the caspases was measured on the single-cell level by using antibodies or fluorescent caspase-specific peptides and controlled using a pan-caspase inhibitor and Wortmannin, blocking PI3K signaling, or tunicamycin, inducing the unfolded protein response (UPR), respectively (Figure S3). Co-culture of PCs with ST2 cells led to significantly reduced levels of cleavage and activation of the effector Casp3 and 7 (Figures 4A and 4B) compared to levels of culture with APRIL alone. The addition of APRIL to the co-culture with ST2 cells did not further impact the activation of Casp3 or 7. However, APRIL, together with ST2 cells, led to a significant reduction of the activation of the ER-associated Casp12 (Figure 4C).

### Stromal Cell Contact and APRIL Synergize to Induce the Expression of IRF4

ST2 cells and APRIL also synergized to upregulate the expression of IRF4 on the single-cell level (Figure S2C). IRF4 has been demonstrated previously to be indispensable for the survival of PCs *in vivo* (Tellier et al., 2016). Inhibition of either

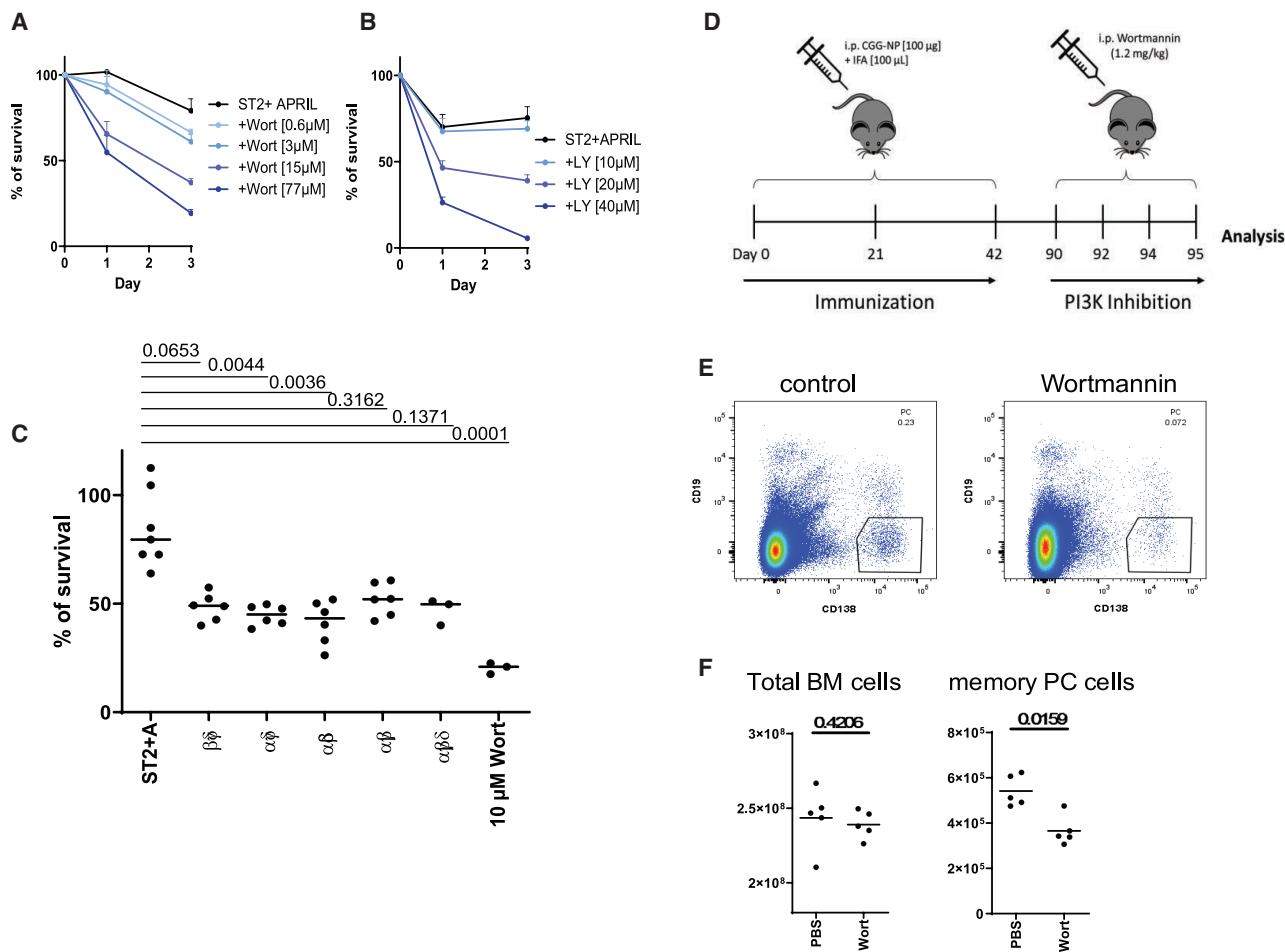

**Figure 2. Stromal-Cell-Contact-Induced PI3K Signaling Is Essential for Survival of Memory Bone Marrow PCs Ex Vivo and In Vivo**

(A–C) Survival of PCs preincubated with different concentrations of the irreversible PI3K-inhibitor Wortmannin (A), directly treated during culture with the inhibitor LY294002 (B), or with combinations of three subunit-specific PI3K inhibitors determined by counting viable CD138<sup>+</sup>/DAPI<sup>−</sup> PCs by flow cytometry (C) (pooled from two independent experiments with  $n = 6$  technical replicates for each group). Statistics: ordinary one-way ANOVA.

(D) Experimental design: C57BL/6J were primed and boosted twice (days 21 and 42) with CGG-NP/IFA and treated with the PI3K-inhibitor Wortmannin on days 90, 92, and 94. On day 95, the mice were analyzed.

(E) Representative plot of B220<sup>+</sup>/CD138<sup>+</sup>/CD19<sup>−</sup> PCs in the bone marrow from control and Wortmannin-treated mice gated on DAPI<sup>−</sup> viable cells.

(F) Absolute cell counts of total bone marrow cells and memory PCs, in the bone marrow in control and Wortmannin-treated mice. Median of two pooled independent experiments with  $n = 5$  biological replicates. Statistics:  $t$  test.

signaling pathways downstream of stromal cell contact or APRIL, i.e., PI3K using Wortmannin or NF- $\kappa$ B using IKK16, resulted in a decrease in IRF4 expression (Figure S2D).

## DISCUSSION

Long-lived memory PCs persist for a lifetime in mice (Manz et al., 1997; Slifka et al., 1998), in nonhuman primates (Hammarlund et al., 2017), and in humans (Landsverk et al., 2017). They form an independent population of memory cells (Chang et al., 2018; Radbruch et al., 2006). Memory PCs are evenly distributed throughout the BM and most if not all of them directly contact a mesenchymal stromal cell (Zehentmeier et al., 2014). It is suggestive that these stromal cells organize a survival niche, which supports longevity of the PCs (Manz and Radbruch, 2002). It

is still enigmatic, however, how stromal cells organize the PC survival niche. It has been postulated that they attract cells secreting the cytokines APRIL and/or BAFF, both ligands for the receptor BCMA (CD269), signaling by the NF- $\kappa$ B pathway (Chu et al., 2011; Hatzoglou et al., 2000; O'Connor et al., 2004). Blocking both cytokines ablates PCs from the BM (Belnoue et al., 2008; Benson et al., 2008). The stromal cell may also contribute directly to the survival of PCs by integrin-mediated cell contact signaling (DiLillo et al., 2008) inducing PI3K signaling (Van Spriell et al., 2012). Here, we show that indeed both signaling pathways are essential and complementary for PC survival and that cell-contact-induced PI3K signaling acts through downregulation of FoxO1/3 and blocks activation of caspases 3 and 7, but not 12. In complementation, APRIL signaling blocks activation of Casp12, but not 3 and 7. Direct

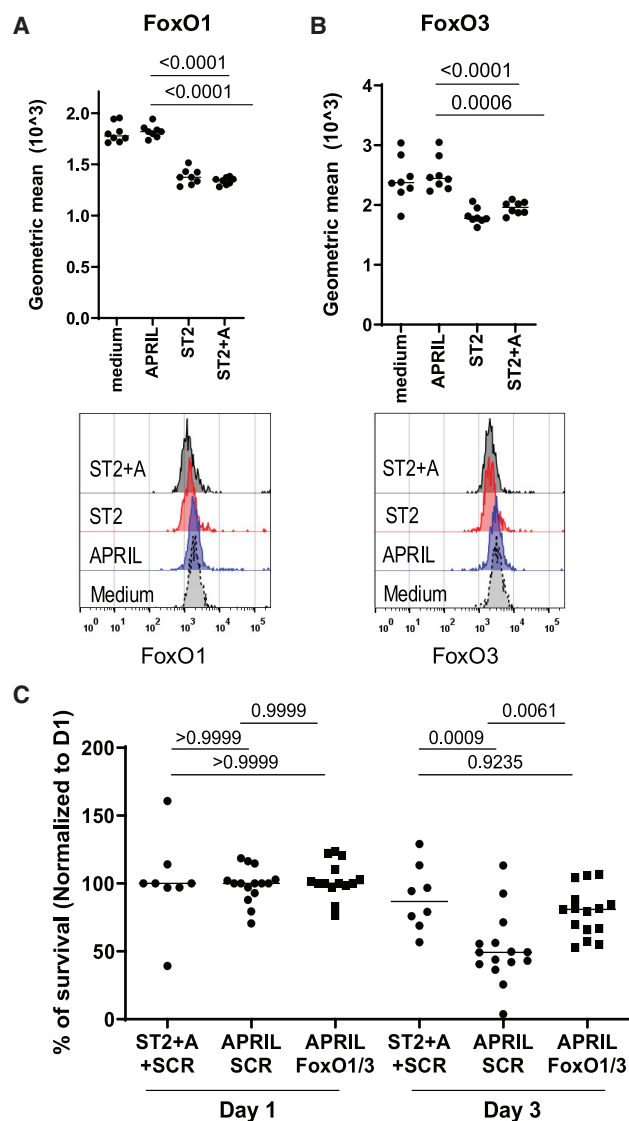

**Figure 3. Stromal-Cell-Contact-Induced PI3K Signaling Down-regulates FoxO1/3 Protein Expression and Is Essential for Survival of Memory Bone Marrow PCs**

(A and B) FoxO1 (A) and FoxO3 (B) expression of CD138<sup>+</sup> PCs, as determined by flow cytometry (geometric mean fluorescence intensity, pooled from two independent experiments with  $n = 8$  technical replicates for each group). Statistics: ordinary one-way ANOVA.

(C) Survival of PCs treated with siRNA specific for FoxO1/FoxO3 or scrambled control on day 1 and 3 of culture with APRIL alone or ST2 and APRIL counted by flow cytometry. Median of at least three pooled independent experiments with  $n = 3$  technical replicates for each group. Statistics: ordinary one-way ANOVA.

contact between the stromal cell and the PCs and APRIL signaling thus in synergy prevent apoptosis of the PCs induced by ER and mitochondrial stress. It has been shown previously that primary human-antibody-secreting cells isolated from peripheral blood 7 days after booster vaccination can be maintained *in vitro* by soluble factors secreted by BM-derived stromal cells (Nguyen et al., 2018), independently of direct cell-cell con-

tact. It is unclear whether this apparent discrepancy to the results shown here points to a difference in survival requirements of antibody-secreting cells circulating in the blood, within days after antigenic stimulation, i.e., recently generated plasmablasts and long-lived PCs residing in the BM.

An analysis of the lifestyle of memory PCs has been hampered by their low frequency in the BM, as well as by the fact that they die rapidly when isolated and cultured *ex vivo* (Cassese et al., 2003), as is confirmed here. Cytokines prolonging their survival *ex vivo* have been reported (Cassese et al., 2003; Cocco et al., 2012; Jourdan et al., 2014; Minges Wols et al., 2002). Here, we describe a culture system providing stroma cell contact and a ligand for BCMA and show that those two signals are necessary and sufficient to maintain survival of resident PCs of the BM. When cultured on ST2 cells, in the presence of the cytokine APRIL, 50 to 80% of *ex-vivo*-isolated BM PCs survived for more than 5 days. The PCs maintained their transcriptional identity, with less than 41 transcripts differentially expressed between PCs directly isolated from the BM and those cultured for 3 days.

*In vivo*, it remains unclear which cells provide the cytokines APRIL and/or BAFF to the PCs. Eosinophilic granulocytes have been proposed (Chu et al., 2011), but their role has been questioned (Haberland et al., 2018). We have shown recently that a subpopulation of BM stromal cells does produce BAFF (Addo et al., 2019). PCs are known to have two receptors for the cytokines APRIL and BAFF, namely TACI and BCMA (O'Connor et al., 2004; Peperzak et al., 2013). Among them, BCMA signaling has been suggested to be vital for PC survival in the BM (Benson et al., 2008; O'Connor et al., 2004). It is known that the BCMA receptor, when activated by APRIL, signals by the TRAF/NF- $\kappa$ B/p38 pathway (Hatzoglou et al., 2000). Similarly, inhibition of the NF- $\kappa$ B pathway blocks survival of PCs in the *ex vivo* niche described here. In the presence of stromal cells, APRIL significantly inhibits the activation of Casp12, but not of Casp3 and 7. Casp12 is localized at the ER and is activated by ER stress, e.g., by an insufficient UPR (Nakagawa et al., 2000). It was previously shown that managing the UPR is essential for PC survival (Iwakoshi et al., 2003; Pelletier et al., 2006) because they are cells producing several thousand antibody molecules per second (Hibi & Dosch, 1986). Which ER stress pathway is relevant for PCs is still not clear. The genetic ablation of the three main ER stress pathways XBP-1 (Taubenheim et al., 2012), ATF6 (Aragon et al., 2012), and PERK (Lam et al., 2018) individually did not result in an ablation of antibody-secreting cells, indicating that there might be redundancy in the ER stress pathways in PCs, which are apparently all addressed by BCMA signaling.

The original notion that direct cell contact between stromal cells and PCs is essential for the survival of PCs in the BM comes from their ablation *in vivo* by antibodies against integrin  $\alpha 4 \beta 1$  (VLA-4), a ligand of the stromal cell receptor VCAM1, and integrin  $\alpha L \beta 2$  (LFA-1), a ligand of the stromal cell receptor ICAM-1, which are both expressed by BM PCs (DiLillo et al., 2008). At a molecular level, it has been demonstrated that integrins can signal by the FAK/PI3K pathway (Giancotti and Ruoslahti, 1999). An indication that this may also happen in PCs comes from mice deficient for the tetraspanin CD37. In these mice, antibody-secreting cells showed impaired clustering of VLA4 and diminished PI3K

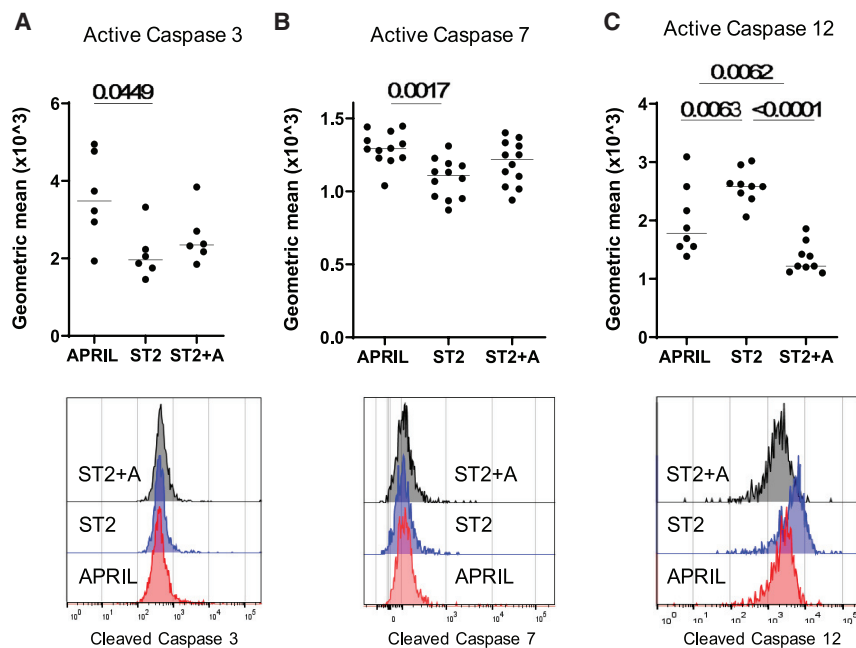

**Figure 4. Contact with Stromal Cells Inhibits Activation of Caspase 3 and 7, whereas APRIL Inhibits Activation of Caspase 12**

Expression of activated caspase 3 (A), caspase 7 (B), and caspase 12 (C) of CD138<sup>+</sup> PCs determined by flow cytometry, shown as geometric mean fluorescence intensity, on day 1 in PCs cultured under the indicated conditions (pooled from a minimum of two independent experiments with  $n = 6$ –12 technical replicates for each group). Statistics: Kruskal-Wallis test (activated Casp3), ordinary one-way ANOVA (activated Casp7/Casp12).

signaling *ex vivo* (Van Spriel et al., 2012). Here, we demonstrate by transwell separation of PCs and stromal cells in the *ex vivo* niche that direct contact of BM PCs to ST2 cells is required for the survival of the PCs. The contact induces PI3K signaling in the PCs, which is required for their survival. Inhibitors specific for the  $\alpha$ ,  $\beta$ ,  $\gamma$ , or  $\delta$  subunits of PI3K in any combination of three blocked PC survival, suggesting that PCs can use any two of the four different PI3K subunits for survival signaling in a redundant fashion. Also, the PI3K inhibitors LY29400 and Wortmannin efficiently block *ex vivo* survival of the PCs. Wortmannin also ablates PCs from BM *in vivo*. Considering the different spectra of off-target effects of all those inhibitors, the results strongly suggest that indeed stromal-cell-contact-induced PI3K signaling is vital for memory PC survival. The cell contact in part is mediated by  $\beta$ 1-integrin because siRNA-mediated knockdown of  $\beta$ 1 integrin in PCs impairs the survival of these cells in the *ex vivo* niche, as we show here.

PI3K signaling by activation of AKT has several downstream targets. One of them is the mechanistic target of rapamycin complex 1 (mTORC1). This has previously been shown not to be involved in memory PC survival (Jones et al., 2016). Others are the transcription factors FoxO1/3. Activated AKT phosphorylates FoxO1/3, thus inactivating them as transcription factors. Inactivation of FoxO1/3 has been shown to be essential for survival and proliferation of activated lymphocytes, although the exact molecular mechanisms remain enigmatic (Haftmann et al., 2012; Stittrich et al., 2010). Here, we show that inactivation of FoxO1/3 is essential for the survival of memory PCs because siRNA-mediated knockdown of FoxO1/3 in the PCs nearly fully compensates for stromal cell contact in the *ex vivo* niche.

Unlike APRIL, stromal cells block activation of the Casp3 and 7, but not 12, in BM PCs in the *ex vivo* niche. Casp3 and 7 have been reported to be activated upon mitochondrial stress (Lakhani et al., 2006). Inhibition of Casp3 and 7 by stromal cell

contact and of Casp12 by APRIL seem to be necessary and sufficient to prevent apoptosis of memory PCs in the *ex vivo* niche. Pan-caspase inhibition can compensate for either one, ST2 cells or APRIL. Although stromal cell contact blocks the effector caspases of mitochondrial-stress-induced apoptosis, APRIL blocks the initiator caspase of ER-stress-induced apoptosis Casp12, which

are apparently the two major stress factors limiting the lifetime of memory PCs. Also, the expression of the essential survival factor IRF4 (Tellier et al., 2016) is upregulated by stromal cell contact and APRIL in synergy, as we show here. Taken together, our results demonstrate that stromal cells are not simply organizing memory PC survival niches in the BM. By integrin-mediated cell contact, they actively provide an essential survival signal to memory PCs, complementing the survival signal provided by APRIL/BAFF. Both signals efficiently prevent mitochondrial- and ER-stress-induced apoptosis of memory PCs.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials Availability
  - Data and Code Availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Mice
  - Health/immune status
  - Husbandry/housing conditions of experimental animals
  - ST2 cell line
- METHOD DETAILS
  - Immunization
  - *In vivo* treatment with PI3K-inhibitor
  - Magnetic isolation of long-lived PCs from the bone marrow
  - Cell culture of long-lived PCs and treatment with inhibitors

- siRNA treatment of PCs *in vitro*
- Caspase stainings
- Flow cytometric measurement of surface and intracellular antigens
- ELISA
- Transwell-Assay
- Processing and analysis of oligonucleotide microarray data

## ● QUANTIFICATION AND STATISTICAL ANALYSIS

## SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.celrep.2020.107982>.

## ACKNOWLEDGMENTS

We thank Tuula Geske, Heidi Hecker-Kia, and Heidi Schliemann for their expert technical help; Toralf Kaiser and Jenny Kirsch as operators of the flow cytometry core facility (FCCF); and Patrick Thiemann and Manuela Ohde for assistance with animal care. This work was supported by European Research Council Advanced Grant IMMOMO (ERC-2010-AdG.20100317 Grant 268987; to A.R.), by the Deutsche Forschungsgemeinschaft (TRR130 to A.R. and H.-D.C.), and Innovative Medicines Initiative 2 Joint Undertaking under grant agreement no. 777357. G.P. and F.M. were supported by the state of Berlin and the “European Regional Development Fund” (ERDF 2014–2020, EFRE 1.8/11, Deutsches Rheuma-Forschungszentrum Berlin). F.S. was supported by Osteoimmune, a FP7 Marie Curie Initial Training Network (FP7-PEOPLE-2011-ITN-289150). E.M. was supported by the Deutsche Forschungsgemeinschaft (MO 2934/1-1-1). This work was supported by the Leibniz ScienceCampus Chronic Inflammation (<http://www.drfg.de/forschung/chronischen-entzuendungen>).

## AUTHOR CONTRIBUTIONS

R.C. and S.H. designed and performed the experiments, analyzed and interpreted the data, and wrote the manuscript. D.M., M.T., C.K., L.H., and F.S. carried out and analyzed certain experiments. B.F.H. and F.H. provided mouse strains and helped to write the manuscript. G.P., A.T., P.D., E.M., K.T., F.M., and M.-F.M. analyzed data and provided scientific suggestions. H.-D.C. and A.R. conceived the study and wrote the manuscript.

## DECLARATION OF INTEREST

The authors declare no competing interests.

Received: December 12, 2019

Revised: May 25, 2020

Accepted: July 9, 2020

Published: August 4, 2020

## REFERENCES

How the deposited data were processed for this re-analysis (not part of the article)

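Gene expression was measured on Affymetrix mouse arrays in murine bone marrow PCs taken ex vivo (2 arrays) and after 3 days of co-culture with ST2 cells and APRIL (3 arrays), in 2 experiments. Samples were assigned to condition and experiment from the labels. The experiment numbers pair the samples, since the labels share them between the groups and the paper calls the experiments individual analyses. Deviations from the group means correlated at 0.75 within experiment 1 and at 0.56 and 0.72 within experiment 2 across the tested probe sets. The deviations of the 2 ex vivo arrays mirror each other, so these correlations are not independent. No reference value was computed for them.

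The authors processed the raw signals with the affy R package, using RMA for background correction, normalization and summarization, and the submitters' processing notes also name GCOS. Their versions are not given in the sources used here. The deposited values are intensities on a linear scale, from 4.94 to 26947.2, with medians from 87.05 to 94.14 per array, and were taken as given and converted to log2. No detection call was used here. Of 45101 probe sets, 64 controls were left out. Of the other 45037, 34945 carry 1 gene symbol in the platform annotation, 932 carry several and 9160 carry none that is listed here. Symbols were updated through the gene identifiers of the RefSeq annotation of GRCm38.p6, and no gene was named from a probe set with several. No genome build is given for the array values, so no coordinates are printed.

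The 30477 probe sets with an intensity of at least 50 in at least 2 of the 5 arrays were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment, adjusted p under 0.05), for culture alone, for culture with the experiment as a block, for the experiment with culture as a covariate, and for the interaction of both, which has 1 residual degree of freedom. Standard errors are limma's moderated ones. For gene lists, each of 13578 genes was represented by its brightest tested probe set, and camera was run with a preset correlation of 0.01 and with an estimated one. With an estimated correlation, camera takes its degrees of freedom from the arrays and not from the genes. A list that misses the threshold in that setting is therefore not shown to lack a shift. The 26 lists hold 503 genes, of which 410 were measured. They cover PC identity, immediate-early and dissociation stress, heat shock, hypoxia, glycolysis, oxidative phosphorylation, cholesterol synthesis, the unfolded protein response, the amino acid response, the BCL2 family and caspases, FoxO targets, NF-κB targets, BCMA signalling, integrin and PI3K signalling, p53 targets, the interferon response, proliferation, and markers of stromal cells, macrophages, neutrophils, eosinophils, basophils and mast cells, erythroid cells, B cells, T and NK cells, megakaryocytes and dendritic cells. Genes named in the text are those of the Results text and of Figures S1G and S1H, whose values had been seen in the figure, the called probe sets with the largest log2 fold change that moved the same way in both experiments, up to 4 called members of each list, or up to 2 members with the largest differences where none was called. Members called only with the block, and others with values given beside a list, were chosen after their values were seen.

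The limma step was tested on simulated data with the real experiment differences on 30477 probe sets. Without the block it recovered at most 1.49% of changes of 1 on the log2 scale, from 49.3% to 50.7% of changes of 2 and from 87.9% to 89.4% of changes of 4. With the block it recovered from 52.2% to 92.5%, from 97.0% to 100%, and 100%. Of the calls with the block, 10.0% were false when each probe set kept its own moderated variance and 4.28% when variances were drawn from the fitted prior. Without the block none was false. These rates hold for the noise simulated. Whether they hold if the 2 cultured arrays of experiment 2 are technical repeats was not tested. Figures were drawn with matplotlib from the results. Alternatives were the block, averaging of the 2 cultured arrays of experiment 2, the filter, the normalization, the moderation, the threshold and leaving out each array.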

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

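The test of other bone marrow cells and that of lower expression within PCs were chosen after the result was seen. The results below are called genes outside Figure S1H and shifted lists other than those of the paper's gene groups. Klf2, a transcription factor gene that FoxO proteins induce, had a log2 fold change of -3.34 after culture, and C1qa, a complement gene of macrophages, one of -2.18. The 2 called probe sets with no gene in the annotation used here had -3.52 and -1.93. All 4 were lower in each of the 3 cultured samples than in the ex vivo sample of the same experiment.

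Besides the stromal, hypoxia-inducible and glycolysis lists, 4 gene lists were shifted higher in cultured PCs by camera, among them the targets of NF-κB, a pathway that the paper studies. With an estimated correlation none of the 4 was. The 20 genes of cholesterol synthesis had an adjusted p of 3.04e-05 (0.165 with an estimated correlation) and a median log2 fold change of 0.31, with Sqle, a squalene epoxidase gene, rising by 0.87 with the experiment as a block (standard error 0.13). The 12 genes of the amino acid response had an adjusted p of 2.47e-05 (0.404 with an estimated correlation) and a median of 0.47, and Chac1 rose by 0.75 with the block (standard error 0.12). The 16 NF-κB target genes had an adjusted p of 4.07e-04 (0.165 with an estimated correlation) and a median of 0.25, and Traf1 rose by 0.75 with the block (standard error 0.11). The 11 p53 target genes had an adjusted p of 0.0301 (0.235 with an estimated correlation) and a median of 0.28, and Cdkn1a, a cell cycle inhibitor gene, rose by 1.49 with the block (standard error 0.17). Without the block no member of these 4 lists passed limma's test over all probe sets (3, 2, 5 and 2 at an unadjusted p under 0.05), and when adjusted over the list alone, 2 genes of cholesterol synthesis and 2 NF-κB targets were higher. The NF-κB targets did not pass without the cultured array of experiment 1 (adjusted p = 0.0681). The p53 targets did not pass without the ex vivo array of experiment 1 (0.305) or of experiment 2 (0.0823), without the cultured array of experiment 1 (0.0609), without the second cultured array of experiment 2 (0.0623), or over the 10000 probe sets with the highest mean (0.141).

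Of the lists shifted lower, the 12 interferon response genes had an adjusted p of 0.00121 (0.309 with an estimated correlation) and a median of -0.45, and the 20 proliferation genes one of 2.44e-04 (0.235 with an estimated correlation) and a median of -0.33, with Mcm5 at -1.25 with the block (standard error 0.17). No member passed without the block (3 and 3 at an unadjusted p under 0.05, none when adjusted over the list alone). The macrophage markers (adjusted p = 9.78e-07), the neutrophil markers (adjusted p = 0.0312, median -0.39 over 8 genes) and the markers of B cells and their precursors (adjusted p = 0.00296) were also shifted lower, but not with an estimated correlation (adjusted p = 0.235, 0.404 and 0.165). Among the neutrophil markers Ngp had the largest difference (-1.18, standard error 0.44), and none passed limma's test (4 at an unadjusted p under 0.05). Without the ex vivo array of experiment 1 the interferon list (0.0970, median -0.11) and the neutrophil list (0.181, median -0.23) did not pass, nor did the neutrophil list without the cultured array of experiment 1 (0.449) or with median centring (0.0508), or the B cell list without the ex vivo array of experiment 2 (0.0893). Over the 10000 probe sets with the highest mean, the interferon list (0.80) and the B cell list (0.294) did not pass, and the macrophage list, with 2 genes tested, was shifted higher (0.000195, median 1.29).

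The pattern weighed here is that 3 of the 8 lists of other marrow cells were shifted lower after culture at the preset correlation and none with an estimated one, with C1qa as the one member that passed limma's test without the block. Cultured PCs had been sorted by flow cytometry whereas ex vivo PCs had been isolated magnetically, with depletion of B220-positive cells. For the 74 markers of all 8 lists pooled, the median of -0.15 lay at percentile 0 of 10000 random lists matched on level. A median of -0.15 is small, and the random lists do not carry the correlation between markers. With an estimated correlation none of the 8 lists was shifted. The percentile therefore does not decide whether a scaling shift contributed to the pool. Nor does it decide the question for the 3 shifted lists, which were not tested in this way on their own. Other bone marrow cells in the magnetically isolated samples and lower expression of the same genes within PCs cannot be told apart here, because the median of -0.15 from bulk RNA does not show in which cell a transcript lay. The number of these lists shifted lower with the block, 3, restates the pattern, and it was 0 with an estimated correlation. Single genes went both ways. Hmox1 and Cd68 rose with the block, and Hbb-b2, a globin gene, fell by 2.20 (standard error 0.17, adjusted p = 0.0080), while the erythroid list, of which 6 of 17 genes were tested, was not shifted. All cultured values of Hbb-b2 lay below the floor, so the size of its fall depends on the background. Ex vivo, C1qb and C1qa were at 7.54 and 7.40 in log2 intensity.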

How the results depend on the processing

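The alternatives of the model with the experiment as a block, the linear scale for correlations, and the estimated correlation together with the block were chosen after the results were seen. The replicate block, with the experiment as its term, raised the number of probe sets that differed after culture from 14 to 550, with all 14 among them. With the cultured arrays of experiment 2 averaged it was 0, or 187 with the block, and with the experiment as a random block 352. A floor of 100 gave 31, no filter on low values 5, and the 10000 probe sets with the highest mean 3. Thresholds of an adjusted p under 0.01 and an unadjusted p under 0.01 gave 2 and 618, and counting genes in place of probe sets gave 9. Without each array in turn it ran from 0 to 257, the latter without the cultured array of experiment 1, and was 1 without the second cultured array of experiment 2 and 0 without each of the other 3. Median centring gave 21, of which 52.4% were higher against 35.7%. Quantile normalization and moderation with trend and robust gave 18 and 16.

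With the block, the count of 550 became 187 with the cultured arrays of experiment 2 averaged, 206 with no filter, 236 over the 10000 probe sets with the highest mean, and from 0 to 271 without each array, 0 without an ex vivo array or the cultured array of experiment 1. Differences between the experiments ran from 0 to 6916 probe sets without each array.

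Of the 26 lists 13 were shifted, 3 with an estimated correlation and 0 with that and the block. The stress list then had an adjusted p of 0.375, the hypoxia-inducible genes and glycolysis 0.204 each, and the stromal markers 0.407 (0.165 without the block). The identity list reached 0.0412 with the mean of all probe sets per gene, and ran from 0.0230 to 0.593 without each array. The macrophage markers were shifted higher over the 10000 probe sets with the highest mean (adjusted p = 0.000195), where fewer of them are tested. The cause of the other changes was not tested.

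Over tested probe sets alone, r was 0.937 between and 0.972 within the experiments, and on the linear scale 0.931 between them. Without each array, the first component held 55.9% to 77.8% and the second 15.8% to 35.7%. Of 1432 alternative values of 98 named probe sets, 1205 kept their direction and side of the threshold, 78 no longer passed, 14 changed sign (10 probe sets, none passing with either sign), 6, which have no test, moved, 4 of them to the other sign, and the rest newly passed. The block also changed calls that are given only within counts, since it raised the number of called probe sets from 14 to 550. For arrays, signal over background limits genes near the floor.

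The 14 changes of sign were those of Mcl1 with the block (-0.0023) and with median centring (-0.025), and 12 without single arrays, where the log2 fold changes ran from -0.32 to 0.069 for Prdm1, -0.15 to 0.041 for Sdc1, -0.10 to 0.33 for Bcl2l11, -0.12 to 0.17 for Mcl1, -0.27 to 0.021 for Irf4, -0.43 to 0.15 for Foxo1, -0.15 to 1.24 for Xiap, -0.19 to 1.18 for Apaf1, -0.16 to 0.60 for Tfrc and -0.78 to 0.076 for Pik3cb. Lists that passed neither way also changed direction. Adjusted p values were 0.947 (floor of 100), 0.748 (no filter) and 0.329 (mean of all probe sets per gene) for heat shock, 0.918 (quantile normalization) for the unfolded protein response and 0.776 (mean per gene) for FoxO targets. For integrin and PI3K signalling they were 0.759 (block), 0.941 and 0.782 (cultured arrays of experiment 2 averaged, without and with the block), 0.885 (random block), 0.329 (mean per gene) and 0.948 (estimated correlation with the block). For erythroid markers they were 0.941 and 0.943 (averaged, without and with the block), 0.893 (no filter), 0.885 (quantile normalization), 0.954 (median centring) and 0.776 (mean per gene), for T and NK cells 0.748 (no filter) and 0.221 (10000 highest), and for megakaryocytes 0.893 (no filter). Without each array they ran from 0.506 to 0.991 for heat shock, 0.205 to 0.971 for the unfolded protein response, 0.472 to 0.984 for FoxO targets, 0.472 to 0.869 for integrin and PI3K signalling, 0.249 to 0.950 for erythroid markers and 0.212 to 0.922 for T and NK cells, with either direction in each.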

Differences from the paper's values

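The grouping of arrays by experiment and the linear scale for correlations were chosen after the values were seen. The paper's number of genes that differ is 41, at a p under 0.01 in the text and an adjusted p under 0.05 in the methods and the legend, and 9 differed here at an adjusted p under 0.05. None of the 17 alternatives set before the data were examined came within 1.5 times of the paper's 41 for genes. The nearest, a floor of 100, gave 21, and an unadjusted p under 0.01 gave 420. Probe sets are the unit of Figure S1H, and counting by them was chosen after seeing the values. Counted so, the floor of 100 gave 31, which is within 1.5 times of the paper's 41. Of the figure's 40 probe sets, 37 were tested at this floor and 17 passed.

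For Pmaip1 the log2 fold change was 0.29 here and about 0.15 in Figure S1G, read by eye. With median centring (0.24) and without the second cultured array of experiment 2 (0.24) the value lay within the error, though still above that of the figure. With none of the other 13 alternatives did it lie within the error. For Irf4 it was -0.12 here and about 0.12 in Figure S1G, read by eye, and for Foxo1 -0.14 here and about 0.36. For both, the value without the ex vivo array of experiment 2 (0.02 and 0.15) lay within the error, and that of no other alternative did. For Foxo3 it was -0.10 here and about 0.07 in Figure S1G, read by eye. The alternatives ran from -0.20 to -0.04, so all of them differed from the figure in sign. With the arrays grouped by experiment, chosen after seeing the values, the log2 ratios of experiment 2 over experiment 1 were 0.16, 0.13, 0.36 and 0.07. By this grouping, the arithmetic means of 8 of the 9 genes match those the figure prints within 0.01, and those of Bcl2l11 match when grouped by culture. The paper calls none of these genes different, and none passed here in either model.

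For Figure S1H, 34 of 34 printed cultured means match those of the 3 cultured arrays within 0.01, whereas 0 of 28 ex vivo means match those of any set of the 5 arrays and 11 of the 28 lie outside the range of the ex vivo arrays. The text gives one gene more than the 40 probe sets of the figure, all of which had its direction here, 8 passing without the block and 36 with it. The values of Figure S1E match the linear values for 10 of 10 pairs when shortened to the figure's decimals, in 1 order of the arrays, and the log2 values that the methods name for at most 3 pairs. The paper describes JunB as highly expressed ex vivo and as little or not expressed in culture, and Junb did not pass without the block (-2.40, adjusted p = 0.538) and passed with it (adjusted p = 0.00607). It describes CXCL12 as rising, and Cxcl12 did not pass without the block (adjusted p = 0.0606) and passed with it (adjusted p = 0.00444).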

Other observations

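The check of stromal markers that rose by at least 3 on the log2 scale and the correlation with the rise of experiment 1 were chosen after the result was seen. Few single genes of the paper's survival pathways changed. The paper measured FoxO1/3 protein and activated caspases with and without ST2 cells or APRIL. Here mRNA was compared between PCs ex vivo and PCs cultured with both signals, so PI3K signalling and caspase activation were not tested. Without the block, simulated changes of 1 on the log2 scale were recovered at 1.49% or less. Of 23 measured genes of the BCL2 family and caspases none passed limma's test (1 at an unadjusted p under 0.05, 4 with the experiment as a block), with Xiap and Apaf1 at 0.54 and 0.49 (standard errors 0.54 and 0.58). The list, higher in culture, missed the threshold (camera, adjusted p = 0.0504). It passed under 6 alternatives (0.0271 without the first cultured array of experiment 2 among them). It did not pass with an estimated correlation (0.235, and 0.407 with the block). Of 13 genes of BCMA signalling to NF-κB, Traf1 rose with the block, and the list was not shifted (adjusted p = 0.137), except without the ex vivo array of experiment 1 (0.0240) or the second cultured array of experiment 2 (0.0484). With an estimated correlation the BCMA list was not shifted (camera, adjusted p = 0.630, and 0.407 with the block). Of 22 genes of integrin and PI3K signalling none passed (0 at an unadjusted p under 0.05, 1 with the block), with the list at an adjusted p of 0.975. Of 21 FoxO target genes, Klf2 fell, and the list was not shifted (adjusted p = 0.696). With the block Il7r, an interleukin receptor gene, fell by 1.82 (standard error 0.13). All cultured values of Il7r lay below the floor, so the size of its fall depends on the background.

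Of 9 heat shock genes, Hspb1 fell by 0.75 with the block (standard error 0.11), and the list was not shifted (adjusted p = 0.975). Markers of eosinophils, basophils and mast cells (5 genes, adjusted p = 0.110, Prg2 at 0.60), erythroid cells (6 genes, adjusted p = 0.975, Ermap at -0.33), T and NK cells (12 genes, adjusted p = 0.80), megakaryocytes (3 genes, adjusted p = 0.396) and dendritic cells (10 genes, adjusted p = 0.646, H2-Aa at 1.21) were not shifted, but for the first of these without the first cultured array of experiment 2 (adjusted p = 0.0278). With the block Ccl5 rose by 2.48 (standard error 0.23), Itgb3 rose by 0.94 (standard error 0.12) and Gzma fell by 0.84 (standard error 0.12).

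The median change of all 35 stromal markers, 2.53 with the block, lay at percentile 100 of 10000 random lists matched on level. This argues against a scaling shift. With the block 20 of the 35 rose, 1 fell and 14 did not pass. The list was not shifted with an estimated correlation (camera, adjusted p = 0.165, and 0.407 with the block). For its group of stromal genes the paper proposes contaminating stromal cells. Such carry-over of ST2 cells was tested by whether the 20 risen markers differ by a common amount between the cultured samples of the experiments. By the criterion set before the result was seen, the test went against carry-over, since the SD over markers, 0.80, lay at percentile 96.24 of matched lists. That criterion ignored background, which compresses the differences of markers that rise little, and 10 of the 20 lay below the floor in both ex vivo samples. The difference grew with the rise of experiment 1 alone (r = 0.515 across the 20 markers, which are not independent), although noise in the cultured array that both share lowers this r. This reason came after the result. The 12 markers that rose by at least 3 differed by 1.63 on average with an SD of 0.44. This SD lay between the 5th percentile, 0.34, and the median, 0.52, of the lists matched to all 20, so it did not reach the criterion either. Those lists were not matched to the 12, which were picked by their rise, so this check decides nothing. Carry-over and stromal genes expressed by PCs therefore cannot be told apart here, and either may contribute. Of the most abundant markers, Col1a2 reached 11.48 in culture. By the labels, the cultured PCs had been sorted by flow cytometry, a step that removes other cells.

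Between the experiments, RNA degradation or amplification is a candidate explanation, since the log2 ratio of the 3' to the 5' control of Actb differed by 0.624 between them and by at most 0.461 within them, and that of Gapdh by 0.378 and 0.111. A different share of other bone marrow or stromal cells stays open. Their markers made up 37 of the 6641 called probe sets with 1 gene, 0.557% against 0.730% of those tested, but with 183 marker probe sets this share could not have exceeded 2.76%, so it decides nothing. Different mice or days are not tested.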
